# HLH-11 modulates lipid metabolism in response to nutrient availability

**DOI:** 10.1038/s41467-020-19754-1

**Published:** 2020-11-24

**Authors:** Yi Li, Wanqiu Ding, Chuan-Yun Li, Ying Liu

**Keywords:** Gene regulation, Fat metabolism

## Abstract

The ability of organisms to sense nutrient availability and tailor their metabolic states to withstand nutrient deficiency is critical for survival. To identify previously unknown regulators that couple nutrient deficiency to body fat utilization, we performed a cherry-picked RNAi screen in *C. elegans* and found that the transcription factor HLH-11 regulates lipid metabolism in response to food availability. In well-fed worms, HLH-11 suppresses transcription of lipid catabolism genes. Upon fasting, the HLH-11 protein level is reduced through lysosome- and proteasome-mediated degradation, thus alleviating the inhibitory effect of HLH-11, activating the transcription of lipid catabolism genes, and utilizing fat. Additionally, lipid profiling revealed that reduction in the HLH-11 protein level remodels the lipid landscape in *C. elegans*. Moreover, TFAP4, the mammalian homolog of HLH-11, plays an evolutionarily conserved role in regulating lipid metabolism in response to starvation. Thus, TFAP4 may represent a potential therapeutic target for lipid storage disorders.

## Abstract (web summary)

Organismal metabolism fluctuates depending on nutritional conditions. Here, the authors show that, in *C. elegans*, HLH-11 negatively regulates lipid metabolism genes in the presence of nutrients and that its abundance decreased in response to starvation, thereby promoting fat utilization.

## Introduction

In their natural environments, organisms are actively challenged with fluctuating food supplies. Their ability to sense nutrient availability and adjust their metabolic programs to adapt to complex nutritional conditions is critical for survival. When they are well fed, organisms utilize external nutrients, while in periods of starvation, they can sense nutrient deficiency and activate coherent transcriptional responses to express catabolic enzymes. This results in metabolic reprogramming so that internal energy reserves are used to survive starvation. These nutrient-based transcriptional responses, which ensure metabolic tuning, are conserved across phyla^1–10^.

A major energy reserve of most organisms is their body fat. Therefore, active and rapid consumption of fat stores is an ancient and conserved mechanism for surviving food deficiency^11^, which results in decreased body fat levels^7–10^. Fat loss in starved animals is a result of imbalanced fat degradation and synthesis. The initial phase of fat degradation starts with lipophagy or lipolysis, which removes fatty acids from triacylglycerols (TAGs)^12,13^. Free fatty acids are then cyclically shortened via fatty acid oxidation to produce acetyl-CoA. Conversely, synthesis of lipids starts from the synthesis of fatty acids from acetyl-CoA. Fatty acids are further elongated or desaturated by elongases or desaturases and subsequently incorporated into TAGs.

Due to high conservation of metabolic networks and nutrient-sensing mechanisms across phyla, *Caenorhabditis elegans* (*C. elegans*) represents an ideal model organism to dissect the mechanisms that sense nutrient deficiency and maintain energy balance through the regulation of fat metabolism. In response to fasting, *C. elegans* activates the expression of lipid catabolic enzymes, including ATGL-1 in lipolysis^14^, LIPLs in lipophagy^15^ and ACS-2 in β-oxidation, and downregulates the expression of FAT-7 in fatty acid biosynthesis^4^. Several regulators have been identified in *C. elegans* that link transcriptional changes to energy or nutrient demands. For example, nuclear hormone receptor NHR-49, an ortholog of peroxisome proliferator-activated receptor-α (PPARα)^16–19^, is required for the regulation of “fasting response genes,” including those involved in lipid metabolism^4^. Moreover, the basic helix–loop–helix (bHLH) family transcription factor HLH-30, which is homologous to mammalian transcription factor EB (TFEB)^3^, has been show to activate transcription of lipid catabolism genes and promote fat utilization upon food withdrawal^15^. In contrast to NHR-49 and HLH-30, which act positively to promote fat breakdown under nutrient-depleted conditions, the Mondo family transcription factor MXL-3 antagonizes the activity of HLH-30 to repress lysosomal lipolysis when food is sufficient^15^. In addition, the transcription factor SBP-1, which is the *C. elegans* homolog of sterol regulatory element binding protein^20^, promotes lipid synthesis and facilitates fat storage when worms are exposed to sugar-rich media^21^. The mechanisms that couple nutrient availability to fat utilization demand extensive study and full characterization.

To further investigate the mechanisms that underlie the starvation response and fat metabolism, we generated two fluorescent reporter strains *Plipl-3::gfp* and *Pacs-2::gfp* in *C. elegans* and carried out RNA interference (RNAi) screening to identify gene inactivations that affect green fluorescent protein (GFP) expression. We found that deficiency of HLH-11, a bHLH transcription factor, activated GFP expression in reporter strains even under ad libitum feeding conditions. Transcriptome analysis of wild-type, *hlh-11* knockout (KO), and *hlh-11* overexpression (OE) animals revealed that, when food is available, HLH-11 acts to suppress the transcription of lipid catabolism genes. However, during starvation, HLH-11 protein is degraded, resulting in active transcription of lipid catabolism genes and reprogramming of the lipid landscape in *C. elegans*. More importantly, we showed that TFAP4 (transcription factor AP-4), a human ortholog of HLH-11, plays an evolutionarily conserved role in coupling nutrient availability with fat metabolism. Excess weight and obesity are major risk factors for a number of chronic diseases, including diabetes and cardiovascular diseases^22,23^. The discovery of TFAP4/HLH-11 may lead to medical interventions that mimic the effects of dietary restriction. TFAP4 is a potential therapeutic target for preventing lipid metabolism diseases.

## Results

### Deficiency of *hlh-11* mimics a starvation response

Successful survival of organisms requires timely and accurate sensing of nutrient levels and reprogramming of metabolism in response to nutrient deficiency. Like higher eukaryotes, *C. elegans* responds to starvation by activating lipid utilization. This results in the reduction of body fat storage as revealed by Oil Red O (ORO), a lipophilic dye that stains fat droplets in all major fat storage organs of worms (Fig. 1a). Consistent with the decreased body fat stores under starved conditions, fasted animals had significantly increased transcript levels of *lipl-3*, encoding a lysosomal lipase that breaks down lipid-droplet fats to fatty acids, and *acs-2*, encoding an acyl-CoA synthetase that catalyzes the activation of fatty acids to fatty acyl-CoAs for β-oxidation^4,6,15^ (Fig. 1b, c). Because the degradation of lipids, in response to fasting, consists of two steps, lipophagy/lipolysis and β-oxidation, we generated two starvation-responsive reporter strains in *C. elegans*, *Plipl-3::gfp* and *Pacs-2::gfp*. We reasoned that, by using both of the reporters, our screen will uncover previously unknown regulators that function in upstream signaling to modulate starvation-induced lipid catabolism. Consistent with the endogenous expression levels, GFP signals from these two reporter strains were dramatically elevated upon food deprivation (Fig. 1d, e).

**Fig. 1:**
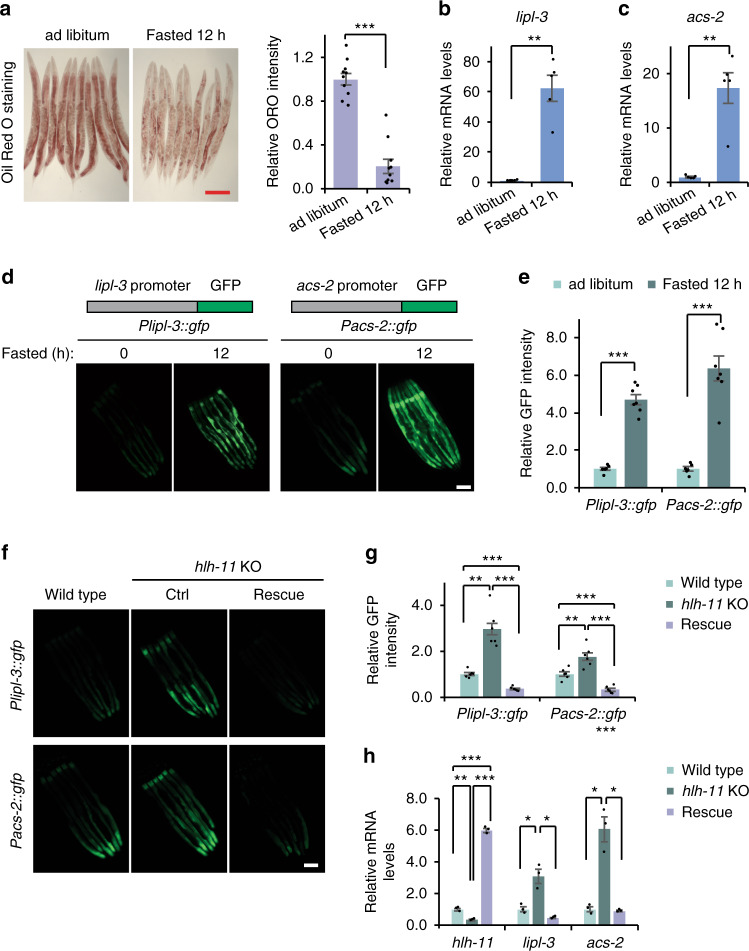
HLH-11 regulates the transcription of starvation response genes. **a** Oil Red O staining and quantification of wild-type worms (day 1 adult) fed *ad libitum* or fasted for 12 h. *n* = 10 worms examined per condition. Data shown here are from one experiment. Four independent experiments were performed with similar results. Scale bar, 200 μm. ***p = 2.7E−08. **b**, **c** qPCR analyses of endogenous mRNA levels of *lipl-3* (**b**) or *acs-2* (**c**) in wild-type worms fed ad libitum or fasted for 12 h. **p = 0.0020 (**b**), **p = 0.0043 (**c**). *n* = 5 biologically independent samples. **d** Fluorescence images of *Plipl-3::gfp* and *Pacs-2::gfp* worms fed ad libitum or fasted for 12 h. Four independent experiments were performed with similar results. Scale bar, 100 μm. **e** Quantification of GFP intensity in **d**. *n* = 6–7 worms examined. ***p = 3.6E−6 (left), 0.00018 (right). **f** Fluorescence images of *Plipl-3::gfp* and *Pacs-2::gfp* reporters in wild-type or *hlh-11* knockout (KO) worms or *hlh-11* knockout worms with exogenous expression of HLH-11 (rescue). Four independent experiments were performed with similar results. Scale bar, 100 μm. **g** Quantification of GFP intensity in **f**. *n* = 6 worms examined. The exact *p* values are provided in the Source data. **h** qPCR analyses of endogenous mRNA levels of *hlh-11*, *lipl-3* or *acs-2* in wild-type, *hlh-11* KO, or *hlh-11* rescue worms. *n* = 3 biologically independent samples. The exact *p* values are provided in the Source data. Error bars indicate mean ± SEM. Statistical analyses were performed by Student’s *t* test (unpaired, two tailed), *p < 0.05; **p < 0.01; ***p < 0.001. Source data are provided as a Source data file.

We carried out a cherry-picked RNAi screen to examine changes in GFP expression and thus identify gene inactivations that activate the *lipl-3* and *acs-2* reporters under ad libitum feeding conditions. The cherry-picked RNAi library consists of 2252 genes (Supplementary Data 1), including kinases, phosphatases, transcriptional factors, and nuclear hormone receptors. These are likely candidates for transduction of cellular signals (the kinases and phosphatases) and activation of target genes (the transcription factors and nuclear hormone receptors). In addition, the cherry-picked library contains genes that are suggested by previous reports to play a role in feeding responses^24^, regulation of body fat^25^, and lysosomal function^26^. Interestingly, we found that knockdown of 57 genes, including those encoding mitochondrial ribosomal proteins, tRNA ligases, and transcription factors, mimicked the starvation response and activated the GFP reporters in ad libitum-fed worms (Supplementary Data 2). Among these hits, we first focused on a transcription factor named HLH-11 for three reasons. First, RNAi knockdown of *hlh-11* caused relatively high induction of the *lipl-3* and *acs-2* reporters (Supplementary Fig. 1a, b). *hlh-11* RNAi efficiency was verified via both imaging and immunoblotting (Supplementary Fig. 1c, d). Second, *hlh-11* encodes a bHLH transcription factor^27,28^, which is likely to modulate a large set of downstream genes and play an important role in reprogramming lipid metabolism in response to nutrient deficiency. Third, the *cis*-regulatory motif of HLH-11 has been found in the promoter of *atgl-1*, a triglyceride lipase that catalyzes lipolysis in response to fasting^27^.

To rule out the possibility that RNAi may have off-target effects on other genes, we employed a CRISPR/Cas9 approach to generate an *hlh-11* knockout (KO) strain (Supplementary Fig. 1e). The *hlh-11* gene has multiple transcripts, so we targeted a protein coding region that is shared by them all. In the KO animals, 37 bp of DNA in the second exon of *hlh-11* was replaced by 17 bp (Supplementary Fig. 1e), resulting in a frameshift that abolishes the function of HLH-11. Consistent with the RNAi results, GFP signals were elevated in *hlh-11* KO animals expressing the *Plipl-3::gfp* and *Pacs-2::gfp* reporters (Fig. 1f, g). In addition, we generated an extrachromosomal strain that expresses wild-type *hlh-11* under its own promoter and introduced it into *hlh-11* KO animals. Complementing HLH-11 function was sufficient to suppress GFP reporter induction in *hlh-11* KO worms (Fig. 1f, g). To further validate that deficiency of *hlh-11* truly affects endogenous *lipl-3* and *acs-2* expression, we used reverse transcription quantitative polymerase chain reaction (RT-qPCR) to examine *lipl-3* and *acs-2* transcript levels in wild-type animals and *hlh-11* KOs. *hlh-11* KO animals showed an increase in *lipl-3* and *acs-2* mRNA levels, and *hlh-11* rescue was able to suppress the induction of *lipl-3* and *acs-2* (Fig. 1h), confirming the results obtained with the fluorescent reporter strains. We further tested whether HLH-11, as a transcriptional repressor, directly binds to the promoters of *lipl-3* and *acs-2* to repress their expression. Indeed, chromatin immunoprecipitation (ChIP)-qPCR experiments indicated that HLH-11 can directly bind to the promoters of *lipl-3* and *acs-2* (Supplementary Fig. 1f). Taken together, these results suggest that deficiency of HLH-11 mimics a starvation response to induce the expression of *lipl-3* and *acs-2*.

### HLH-11 functions in the nucleus of intestine cells

Three protein isoforms of HLH-11 have been reported (wormbase). We obtained an *hlh-11* deletion allele *ok2944*, which affects isoforms a/b but not isoform d (Supplementary Fig. 2a) and introduced this mutant allele into the *Plipl-3::gfp* or *Pacs-2::gfp* reporter strains. The mutant allele was capable of elevating the GFP signals in *Plipl-3::gfp* and *Pacs-2::gfp* to a similar extent as the KO strain, which lacks all three isoforms (Supplementary Fig. 2b, c). This suggests that *hlh-11* isoforms a/b might be responsible for the transcriptional regulation of *lipl-3* and *acs-2*.

In order to characterize the subcellular localization and body distribution of HLH-11, we obtained a strain expressing HLH-11 translationally fused with GFP. Expression of *Phlh-11::HLH-11::GFP* was observed in the nuclei of intestinal cells, neurons, and excretory cells (wormbase, Fig. 2a). These cells can perform endocrine functions to coordinate *C. elegans* metabolism in response to nutrient levels. To test in which tissue HLH-11 functions to modulate the expression of lipid catabolism genes (e.g., *acs-2*), we expressed HLH-11 under intestine-, excretory cell-, and neuron-specific promoters (*gly-19*, *pgp-12*, and *rab-3*, respectively; Supplementary Fig. 2d). Tissue-specific expression of HLH-11 in the intestine, rather than in neuronal or excretory cells, was sufficient to suppress activation of *Pacs-2::gfp* in *hlh-11* KO animals (Fig. 2b, c).

**Fig. 2:**
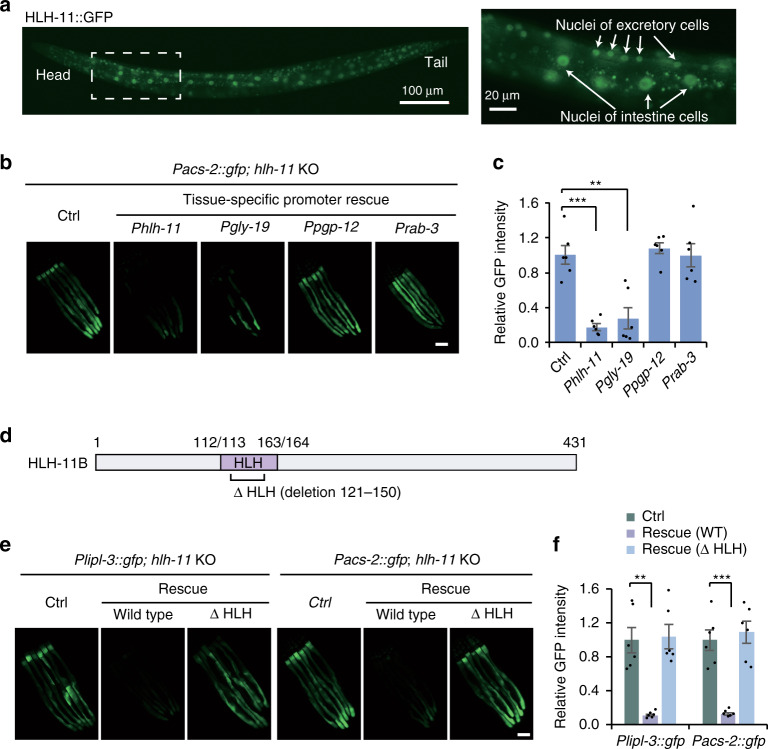
HLH-11 locates in the nuclei and functions cell autonomously in the intestine to regulate *lipl-3* and *acs-2* expression. **a** Fluorescence images of *Phlh-11::HLH-11::TY1::EGFP::3xFLAG* worms. Eight worms were examined with similar results. **b** Fluorescence images of the *Pacs-2::gfp* reporter in *hlh-11* KO worms with exogenous HLH-11 expression driven by the promoter of *hlh-11*, *gly-19* (intestine), *pgp-12* (excretory cell), or *rab-3* (pan-neuronal). Three independent experiments were performed with similar results. Scale bar, 100 μm. **c** Quantification of GFP intensity in **b**. *n* = 6 worms examined per condition. ***p = 0.0003; **p = 0.0013. **d** A schematic diagram depicting the HLH domain in HLH-11B. **e** Fluorescence images of the *Plipl-3::gfp* or *Pacs-2::gfp* reporter in *hlh-11* KO animals with expression of wild-type HLH-11 or mutant HLH-11 with the HLH domain deleted (∆ HLH). Three independent experiments were performed with similar results. Scale bar, 100 μm. **f** Quantification of GFP intensity in **e**. *n* = 6 worms examined per condition. **p = 0.0017; ***p = 0.0007. Error bars indicate mean ± SEM. Statistical analyses were performed by Student’s *t* test (unpaired, two tailed), **p < 0.01; ***p < 0.001. Source data are provided as a Source data file.

HLH-11 belongs to a family of bHLH transcription factors^27,28^. The signature HLH domain normally mediates protein dimerization and is required for DNA binding. Deletion of the HLH domain in HLH-11 did not affect its nuclear localization (Supplementary Fig. 2e), but the mutant protein failed to suppress the induction of the *Plipl-3::gfp* or *Pacs-2::gfp* reporter in *hlh-11* KO animals (Fig. 2e, f). This suggests that the HLH domain is indispensable for transcriptional regulation of *lipl-3* and *acs-2*.

### HLH-11 negatively regulates the expression of lipid catabolism genes

Coordinated regulation of enzymes within the same metabolic pathways is required in order to achieve an appropriate response to different nutritional conditions and metabolic demands. In *C. elegans*, the intestine is a major metabolic organ essential for both lipid synthesis and utilization. To avoid futile cycles of lipid synthesis and breakdown within the same tissue, a mechanism must have evolved to precisely control lipid anabolic and catabolic processes.

To gain further insights into whether lipid metabolism genes are coordinately regulated by HLH-11, we performed mRNA-seq analyses to compare the transcriptomes of wild-type, *hlh-11* KO, and *hlh-11* OE worms. 

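RNA from synchronized young adult worms of 3 genotypes was sequenced: wild-type N2, *hlh-11* KO and *hlh-11* OE, with 2 libraries per genotype. The table analysed here holds 85 genes, each with 1 value in each of the 6 libraries, in RPKM (the reads of a gene divided by its length and by the library's total). All 85 lie on opposite sides of the wild-type mean in *hlh-11* KO and *hlh-11* OE worms, 60 with a higher and 25 with a lower mean in KO, so the genes had already been chosen on these libraries for opposite changes. Tests on them describe that choice and are not independent evidence of it. The gene *hlh-11* itself was not analysed here. The authors aligned the reads to the WBcel235 assembly with TopHat2 and called differential expression with DESeq2. Every one of the 510 RPKM values was a whole number of reads, within 1e-06 reads, for 1 library total and 1 length per gene. This gave recovered totals of 21822815 and 16538554 reads in the wild-type libraries, 17411299 and 18986861 reads in the KO libraries and 19116180 and 24023096 reads in the OE libraries, on a scale that rests on annotated gene lengths. Whether they count mapped reads or reads assigned to genes is not given. The median gene had 858 to 1643 reads per library, and the lowest count of any gene in any library was 10 reads. Here limma was fitted to log2(RPKM + 0.5) over all 6 libraries, with Benjamini-Hochberg adjustment over the 85 genes and a threshold of 0.05, so each fold change is on that scale and understates the change of genes with low values. The model gave all genes 1 pooled spread, an SD of 0.16 on the log2 scale, and therefore a standard error of 0.16 for every log2 fold change. Very small p-values follow from that pooling, since a single gene has only 3 residual degrees of freedom. The p-values measure the spread between these samples only, which may be technical, because separate cultures are not described.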

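Of the 85 genes, 60 were higher and 20 were lower in *hlh-11* KO worms than in the wild type at an adjusted p under 0.05 from limma, and 5 did not pass. Without KO replicate 1, 10 genes were lower. The 3 largest increases were in collagen genes. *col-95* rose from 25.9 ± 0.0726 RPKM in the wild type to 284 ± 18.9 RPKM (SD, n = 2), a log2 fold change of 3.43. The log2 fold change was 2.91 for *col-180* and 2.76 for *col-144*. Outside the collagens, *F21A3.11* rose by a log2 fold change of 2.28, *ccch-1* by 1.92 and *Y43F8C.3* by 1.74. The deepest decreases were in *dod-24*, named for its place downstream of the transcription factor DAF-16, in *F46F2.3* and in the infection response gene *irg-4*. *dod-24* fell from 13.3 ± 2.28 to 1.26 ± 0.642 RPKM (SD, n = 2), where its KO value rests on 16 and 37 reads. The log2 fold change of *F46F2.3* was -2.62. All 6 sperm genes in the table, *msp-3*, *msp-33*, *msp-45*, *msp-49*, *msp-50* and *nspd-5*, were higher in KO (6 also when adjusted over the list alone), the last 2 named after their values were seen. For *msp-3* the log2 fold change was 0.97 and for *msp-33* it was 0.89. Sperm genes mark developmental stage, and all 7 collagen genes of the table were higher in KO with them, so an effect of the genotype is not separated from a difference in developmental age here. The major sperm protein genes are near-identical copies that may share reads. The actin gene *act-5*, listed with muscle genes although its protein is known from intestinal microvilli, had a log2 fold change of 0.35 (adjusted p = 0.0290 from limma), which did not pass without either wild-type library or without either KO library (adjusted p = 0.0512 to 0.106). In 84 of the 85 genes both KO libraries lay beyond both wild-type libraries, and the exception was *D1054.10*, named after its values were seen. Chance gives this separation for 33.3% of genes when 2 libraries are set against 2. These genes were chosen on the same libraries, so the high share was set by that choice and is no support.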

A large set of genes were differentially expressed in *hlh-11* KO worms compared with wild-type animals (2637 genes upregulated and 2845 genes downregulated, Supplementary Data 3). 

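In *hlh-11* OE worms 25 of the 85 genes were higher and 51 were lower than in the wild type at an adjusted p under 0.05 from limma, and 9 did not pass. The median absolute log2 fold change was 0.64 in OE and 0.68 in KO, and 17 genes in OE and 23 in KO changed by at least 2-fold past the threshold. These genes were chosen for changes in both genotypes, so they do not show how many genes of the genome changed in each. *col-95* had the lowest OE value relative to the wild type, with a log2 fold change of -3.80 and 38 and 26 reads in the OE libraries. *msrp-3* followed with a log2 fold change of -2.72, from 11.4 ± 1.03 RPKM in the wild type to 1.31 ± 0.376 RPKM (SD, n = 2), the latter from 12 and 10 reads. The log2 fold change was -1.94 for *F21A3.11*, -1.65 for *F21C10.10* and -1.51 for *sdz-24*. In the other direction, *dod-24* rose by a log2 fold change of 1.85, *W02D9.6* by 1.57 and *dod-23* by 1.42. The sum of the KO and OE log2 fold changes, a contrast added after the data were seen, differed from 0 for 10 genes in limma. The change was larger in KO for 7 of them (*col-144*, *col-150*, *col-180*, *ccch-1*, *dod-24*, *irg-4* and *F46F2.3*) and larger in OE for 3 (*msrp-3*, *endu-2* and *W02D9.6*), where *endu-2* was named after its values were seen. This count fell to 4 without wild type replicate 1 and to 2 without wild type replicate 2. With each gene tested against its own spread, on 3 residual degrees of freedom, no gene passed (8 at an unadjusted p under 0.05 and 0 after adjustment), while 8 passed under limma-trend and 10 with limma voom. The sums themselves are the same without empirical Bayes, so what depends on a spread shared across genes is whether they pass.

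**Figure D1:**
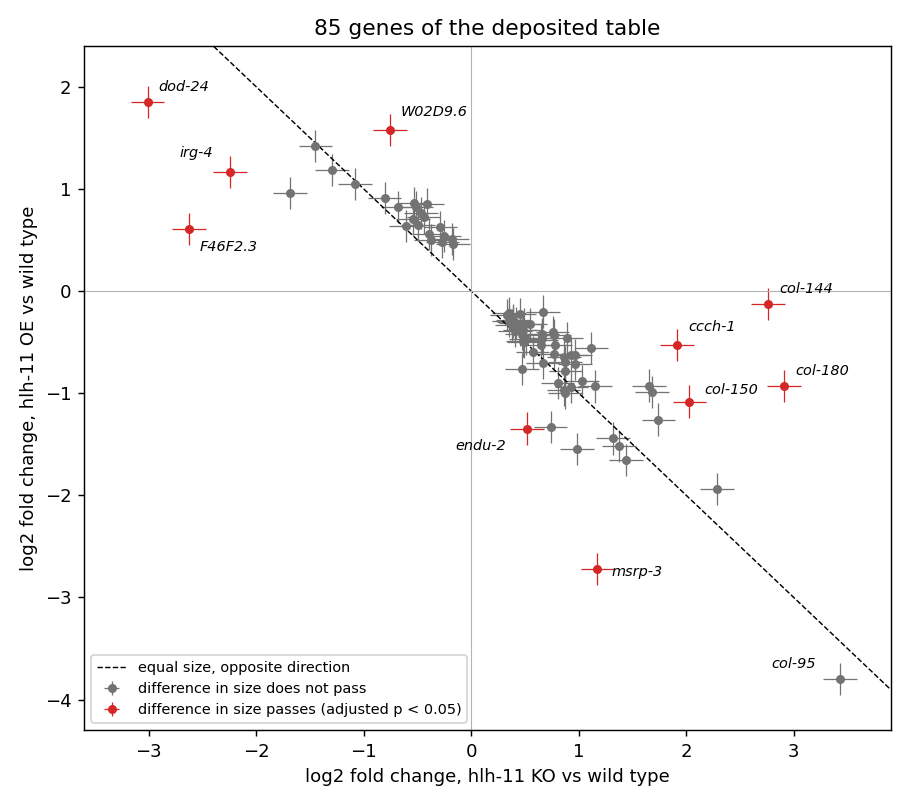
Log2 fold change against the wild type in *hlh-11* KO (horizontal axis) and *hlh-11* OE (vertical axis) for the 85 genes, with bars of 1 standard error from limma and a dashed line where both changes have the same size. The 10 genes in red are those whose changes differed in size at an adjusted p under 0.05, and all 85 points lie in the quadrants of opposite direction because the genes were chosen that way.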

Heat maps showed that *hlh-11* OE animals were more similar to wild type: the number of differentially expressed genes in *hlh-11* OE worms compared with wild-type animals was relatively small (107 genes upregulated, 237 genes downregulated; Fig. 3a and Supplementary Data 3).

**Fig. 3:**
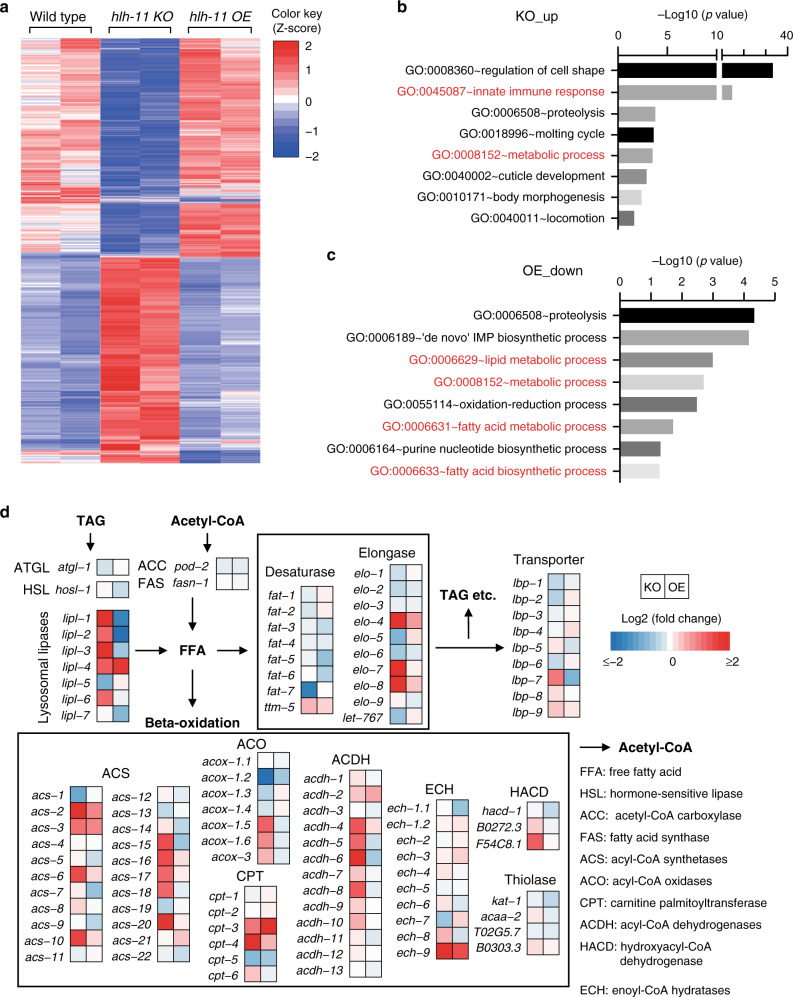
HLH-11 negatively regulates the transcription of lipid catabolism genes. **a** Heat map of differentially expressed genes in *hlh-11* knockout (KO) or *hlh-11* overexpression (OE) worms compared to wild-type worms. Two replicates are shown for each genotype. *p* values were calculated by two-sided Wald test and corrected for multiple testing using the Benjamini–Hochberg method. Genes with an adjusted *p* value <0.05 were selected as differentially expressed genes. **b**, **c** Gene ontology (GO) enrichment analysis of the genes upregulated in *hlh-11* KO worms (**b**) or downregulated in *hlh-11* OE worms (**c**). *p* values were calculated by one-sided Fisher’s exact test modified by the DAVID tool and corrected for multiple testing using the Bonferroni method. GO terms related to immune response and metabolic process are highlighted in red. **d** Heat maps of fold changes for mRNA levels of lipid metabolism genes in *hlh-11* KO and OE worms. The fold changes are calculated by dividing the mRNA level of each indicated gene in *hlh-11* KO or OE animals by that of wild-type animals. Source data are provided as a Source data file.

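Of the genes on a list of proteases, 4 are in the table. The aspartyl proteases *asp-3*, *asp-4* and *asp-5* were higher in *hlh-11* KO and lower in *hlh-11* OE, and *asp-13* was lower in KO and higher in OE (3 higher and 1 lower in KO also when adjusted over the list alone). *asp-4* was at 204 ± 11.3 RPKM in the wild type, 372 ± 1.01 RPKM in KO and 130.5 ± 8.95 RPKM in OE (SD, n = 2 each). Its log2 fold change was 0.87 in KO (adjusted p = 2.23e-07) and -0.64 in OE (adjusted p = 1.17e-04), both from limma. The KO and OE log2 fold changes were 0.66 and -0.43 for *asp-3*, and 0.49 and -0.32 for *asp-5*. For *asp-13* they were -0.38 and 0.50. For the OE contrast, leaving out either KO library and fitting wild type and OE only are the same test. The OE change of *asp-5* (adjusted p = 0.0478 from limma) did not pass without either wild-type library, either KO library or OE replicate 1, in the fit of wild type and OE only, with the replicate number as a block or without empirical Bayes, a fit added after the data were seen (adjusted p = 0.0683 to 0.199), and the KO change of *asp-13* did not pass without wild type replicate 1 or KO replicate 1 (adjusted p = 0.0703 and 0.148). Other peptidases, named after their values were seen, include the cysteine protease gene *tag-196*, with log2 fold changes of 0.77 in KO and -0.61 in OE. For the aminopeptidase gene *lap-2* they were 0.35 in KO and -0.22 in OE. Its KO change passed and its OE value did not (adjusted p = 0.0279 and 0.172 from limma). The cathepsin A homologs *ctsa-1.1* and *ctsa-1.2* are paralogs that may share reads. *ctsa-1.2* was higher in KO at 0.48, which did not pass without KO replicate 1, and lower in OE at -0.49, and *ctsa-1.1* was higher in OE at 0.54 with a KO value of -0.25 that did not pass (adjusted p = 0.109 from limma).
All 7 collagen genes in the table were higher in KO (7 also when adjusted over the list alone), and 5 were lower in OE. *col-150*, on chromosome V of WBcel235 from 10293563 to 10294649, rose by a log2 fold change of 2.03 in KO. In OE it fell to 7.77 ± 2.97 RPKM from 16.6 ± 3.36 RPKM in the wild type (SD, n = 2 each), a change that did not pass without empirical Bayes, when 4 of the 7 passed in OE. Of the collagen genes named after their values were seen, the KO log2 fold change was 0.48 for *col-81*, 0.39 for *col-129* and 0.41 for *col-139*, which have the highest RPKM of the 7. These 3 did not pass in KO without KO replicate 2. *col-129* and *col-139* also did not pass in KO without wild type replicate 2, and *col-129* did not pass without KO replicate 1. In OE, *col-129* and *col-144* did not pass. *col-144* was at 22.8 and 28.0 RPKM in OE, between its wild-type values of 35.1 and 21.8 RPKM. Without wild type replicate 1, 3 of the 7 were lower in OE. Collagen genes form a large family of related sequences, and reads may be shared between them. Their expression also changes with developmental age, which was not separated from genotype here.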

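For *lbp-7*, the gene of Fig. 3d that is in the table, the mean RPKM in *hlh-11* KO divided by that in the wild type was 2.06, and in *hlh-11* OE it was 0.538. The SD of these ratios, from the spread of both groups (n = 2 each), was 0.0588 and 0.0211. The paper's reported fold changes for this gene are 2.06 and 0.538. They are the same ratio of the same library values, so the match is no independent check. In each KO library the value was above both wild-type values, and in each OE library it was below both. The other genes of Fig. 3d were not analysed here. From the gene ontology analysis and the fold changes of Fig. 3, the paper concludes that HLH-11 is a negative regulator of fat catabolism genes. It also reports GFP reporter, RT-qPCR and ChIP-qPCR experiments on *lipl-3* and *acs-2*, which were not analysed here.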

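The lipid-binding protein gene *lbp-7* (WBGene00002259) encodes an intracellular fatty acid-binding protein and lies on chromosome V of WBcel235 from 13879552 to 13880213. Its level was 34.8 ± 0.900 RPKM in the wild type, 71.6 ± 0.872 RPKM in *hlh-11* KO and 18.7 ± 0.553 RPKM in *hlh-11* OE (SD, n = 2 each), from 190 to 701 reads per library. The log2 fold change was 1.03 in KO (adjusted p = 1.16e-09) and -0.88 in OE (adjusted p = 1.81e-07), both from limma. It was the single member of the list of lipid-binding transporters in the table, so adjustment over that list alone changes nothing and is no second test. Of the ABC and solute transporters, 2 are in the table, and both were higher in KO. The solute carrier gene *slc-17.6* had log2 fold changes of 0.57 in KO and -0.60 in OE, both past the threshold. The ABC transporter gene *haf-9* was higher in KO at 0.41, which did not pass without wild type replicate 2 or KO replicate 1 (adjusted p = 0.0765 and 0.0710), when 1 of the 2 was higher. Its OE value of -0.31 did not pass (adjusted p = 0.0552 from limma), but passed without OE replicate 2 (adjusted p = 0.0144). When adjusted over the list alone, both transporters were higher in KO and 2 were lower in OE. Further genes of lipid transport were named after their values were seen. *dsc-4*, which encodes the large subunit of the microsomal triglyceride transfer protein, had a log2 fold change of 0.47 in KO and -0.77 in OE, both past the threshold, and the KO change did not pass without either wild-type library or without empirical Bayes. *npa-1*, which encodes a fatty acid-binding polyprotein, was higher in KO at 0.45, which did not pass without KO replicate 1, and had a value of -0.22 in OE that did not pass (adjusted p = 0.164 from limma).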

Gene ontology analysis revealed that genes involved in lipid metabolism indeed appeared to be upregulated in *hlh-11* KO worms and downregulated in *hlh-11* OE worms (Fig. 3b, c). We systematically compared the expression of the lipid metabolism genes in *hlh-11* KO vs wild-type animals, and *hlh-11* OE vs wild-type animals. Interestingly, we found that, in addition to *lipl-3*, several other lipase genes, especially those that have been shown to be induced during fasting^15^, such as *lipl-1*,*2*,*4*,*6* were also induced in *hlh-11* KO worms (Fig. 3d). Conversely, the lipase genes *lipl-1*,*2*,*7* and *lipl-3* were suppressed in *hlh-11* OE worms (Fig. 3d). During lipid catabolism, after breakdown of body fats by lysosomal lipases to generate free fatty acids (FFAs), the carbon–carbon bonds of FFAs are further broken down through β-oxidation in mitochondria and peroxisomes to provide energy for cellular activities. Two reactions are repetitively carried out in the β-oxidation process, which require the key enzymes acyl-CoA synthases (ACS) and acyl-CoA dehydrogenases (ACDH). The *C. elegans* genome contains around 20 ACS genes and >10 ACDH genes. Consistent with the observation that HLH-11 modulates lipase gene expression, downstream fatty acid β-oxidation pathway genes (e.g., ACSs and ACDHs) were also significantly induced in *hlh-11* KO worms (Fig. 3d). Taken together, these results indicate that HLH-11 negatively regulates fat catabolism genes.

We also analyzed the expression changes of fat synthesis genes in wild-type, *hlh-11* KO, and *hlh-11* OE animals, including those involved in converting acetyl-CoA to malonyl-CoA and eventually to C16 palmitate. Unlike fat catabolism, fat synthesis is only controlled by a handful of key enzymes, such as POD-2 (acetyl-CoA carboxylase) and FASN-1 (fatty acid synthase). C16 palmitate generated by FASN-1 is elongated to C18 stearic acid via the actions of elongases or converted to unsaturated fatty acids via the actions of desaturases (FATs). Unlike lipid catabolism genes, the transcript levels of fat synthesis genes such as *pod-2*, *fasn-1*, and the majority of elongases and desaturases remained unchanged in both *hlh-11* KO and *hlh-11* OE worms (Fig. 3d). Notably, *fat-7*, a desaturase coding gene that has been reported to be suppressed in fasted worms^4,6^, was also suppressed in *hlh-11* KO worms (Fig. 3d).

Furthermore, we found that HLH-11 specifically regulates lipid metabolism genes. Expression levels of genes involved in other metabolic processes, such as glycolysis and the tricarboxylic acid (TCA) cycle, remained unchanged in *hlh-11* KO or OE animals (Supplementary Fig. 3a). Interestingly, we also noticed that genes involved in the innate immune response, including those encoding C-type lectins, were also upregulated in *hlh-11* KO worms (Fig. 3b and Supplementary Fig. 3b). It has been shown in *C. elegans* that dietary restriction extends worm lifespan through modulation of the innate immune pathway^29^. It has also been shown that obesity, type 2 diabetes, or a western diet can reprogram the innate immune system and increase pathogenic inflammation^30,31^, which suggests that immunity may be affected by metabolic status. 

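Of the genes on a list of innate immunity genes, 10 are in the table, and in *hlh-11* KO 4 were higher and 6 were lower than in the wild type (4 and 6 also when adjusted over the list alone). In *hlh-11* OE the same 10 genes went the other way, as all genes of the table were chosen to do. Of the 4 C-type lectin genes, which encode proteins with a sugar-binding type of domain, 3 were higher in KO and 1 was lower. *clec-67*, on chromosome IV of WBcel235 from 3922165 to 3925039, was at 2.49 ± 0.0183 RPKM in the wild type, 6.95 ± 0.444 RPKM in KO and 0.619 ± 0.299 RPKM in OE (SD, n = 2 each). Its log2 fold change was 1.32 in KO and -1.44 in OE, where the libraries held 16 and 41 reads. *clec-85*, on chromosome IV of WBcel235 from 2850886 to 2855456, had log2 fold changes of 0.98 and -1.55. *clec-63*, *clec-10*, *spp-18* and *thn-2* belong to the list but were named after their values were seen. For the abundant *clec-63* they were 0.66 and -0.46, and the OE change did not pass without wild type replicate 1, without OE replicate 1 or without empirical Bayes, a fit added after the data were seen. *clec-10* was lower in KO at -0.46 and higher in OE at 0.77, and its KO change did not pass without wild type replicate 1 or KO replicate 1. The saposin-like gene *spp-18* was higher in KO at 0.74, which did not pass without empirical Bayes. The other genes were lower in KO, with log2 fold changes of -2.24 for *irg-4*, -1.45 for *dod-23* and -0.68 for the thaumatin-like gene *thn-2*. All calls are from limma.

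**Figure D2:**
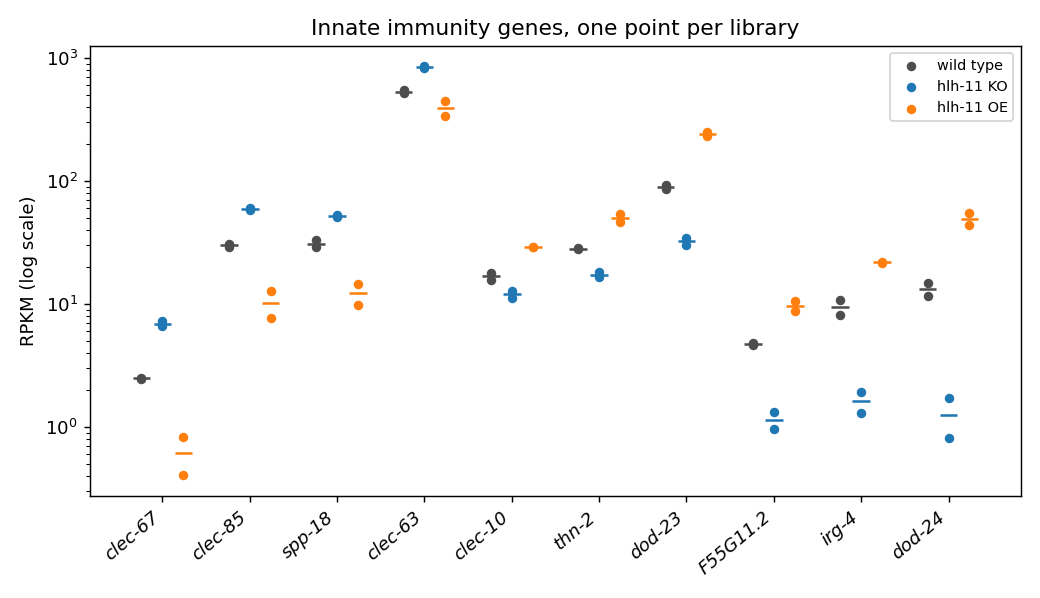
RPKM on a log axis of the 10 innate immunity genes of the table in wild-type, *hlh-11* KO and *hlh-11* OE worms, with 1 point per library and a bar at the mean of the 2 libraries. The 4 genes on the left were higher in KO, and the 6 on the right were lower in KO.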

Due to the potential importance of the cross-talk between innate immunity and metabolic state, it is interesting that we found a transcriptional regulator of lipid catabolism that also affects the expression of innate immune genes. Therefore, we took a closer look at the expression of genes in the canonical innate immune pathways of *C. elegans* (Supplementary Fig. 3b). We found that *zip-2* and its target gene *irg-1* (ref. ^32^) and the *fshr-1* target gene *F01D5.5* (ref. ^33^) were upregulated in *hlh-11* KO worms (Supplementary Fig. 3b). Conversely, transcript levels of *pmk-1* pathway genes such as *K08D8.5*, *C17H12.8*, *T24B8.5*, and *F55G11.2* (refs. ^29,34^) were unchanged or downregulated in *hlh-11* KO worms (Supplementary Fig. 3b). It has been reported that 296 genes are upregulated when worms are treated with *Pseudomonas aeruginosa* PA14 (ref. ^34^). Among these 296 genes, 104 genes were also upregulated in *hlh-11* KO worms (Supplementary Fig. 3c). In addition, a significant number (34.7%) of innate immune response genes elevated in *hlh-11* KO worms were induced by PA14 treatment (Supplementary Fig. 3d). It will be of particular interest in the future to directly test whether *hlh-11* plays a critical role in modulating innate immunity in response to different nutrient levels.

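*F55G11.2* (WBGene00010123), on chromosome IV of WBcel235 from 12967445 to 12969289, was lower in both *hlh-11* KO libraries than in both wild-type libraries. Its level was 4.73 ± 0.105 RPKM in the wild type and 1.14 ± 0.255 RPKM in KO (SD, n = 2 each), from 113 and 83 reads in the wild-type libraries and 18 and 27 reads in the KO libraries. This is a log2 fold change of -1.68 (adjusted p = 1.92e-21 from limma). In *hlh-11* OE it rose to 9.69 ± 1.21 RPKM, a log2 fold change of 0.96 (adjusted p = 1.69e-08 from limma). Both p-values rest on the spread pooled over all genes, and they do not measure the spread of this gene with its few reads. In the paper's DESeq2 Wald test, with its own adjustment, the adjusted p is 1.43e-04 in KO and 0.0157 in OE. The other *pmk-1* pathway genes that the paper names were not analysed here.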

### HLH-11 controls organismal body fat levels

Because HLH-11 negatively regulates the expression of many lipid catabolism genes, we reasoned that changes in HLH-11 levels should affect body fat accumulation. Indeed, a significant reduction in body fat stores, as detected by the intensity of ORO staining, was observed in *hlh-11* KO animals (Fig. 4a, b). Lysosomal fats, detected by Nile Red staining, were also decreased in *hlh-11* KOs (Supplementary Fig. 4a, b). Consistent with the observation that expression levels of most lipid metabolism genes were not affected in *hlh-11* OE animals, OE of HLH-11 did not significantly alter body fat levels (Fig. 4a, b and Supplementary Fig. 4a, b).

**Fig. 4:**
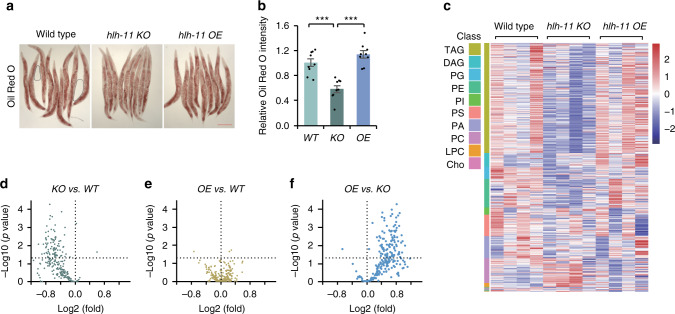
Knockout of HLH-11 affects lipid storage. **a** Oil Red O staining of wild-type, *hlh-11* KO, and *hlh-11* OE worms (day 1 adult). Three independent experiments were performed with similar results. Scale bar, 200 μm. **b** Quantification of Oil Red O signals from the upper intestine in **a**. *n* = 9 worms examined per condition. Error bars indicate mean ± SEM. Statistical analyses were performed by Student’s *t* test (unpaired, two tailed), ***p = 9.5E−5 (KO vs WT), ***p = 3.0E−6 (OE vs KO). **c** Heat map showing the levels of lipids detected by mass spectrometry in wild-type, *hlh-11* KO, and *hlh-11* OE worms. TAG triacylglycerols, DAG diacylglycerols, PG phosphatidylglycerols, PE phosphatidylethanolamines, PI phosphatidylinositols, PS phosphatidylserines, PA phosphatidic acids, PC phosphatidylcholines, LPC lyso-phosphatidylcholines, Cho free cholesterols. **d**–**f** Volcano plots showing fold changes of lipids in the TAG categories. **d** *hlh-11* KO compared with wild-type animals; **e** *hlh-11* OE compared with wild-type animals; **f** *hlh-11* OE compared with *hlh-11* KO. *p* values are calculated using one-sided Tukey’s HSD test. Horizontal dashed line indicates *p* = 0.05. Source data are provided as a Source data file.

Besides serving as an energy supply, lipids can also be transferred to embryos in the form of yolk to support progeny development. It is possible that loss of lipid storage in *hlh-11* KO mutants is due to excess yolk production. To test this possibility, we first measured the fat content in *hlh-11* KO males or L4 stage worms, which do not transfer lipids to fulfill the energy demands of embryos. The fat loss phenotype was also observed in *hlh-11* KO males or L4 stage worms (Supplementary Fig. 4c–f). Moreover, based on the mRNA-seq data, we found that KO of *hlh-11* suppresses the transcription of all six Vitellogenin genes (Supplementary Fig. 4g). Therefore, vitellogenesis, the process of yolk formation, is unlikely to be activated under HLH-11 deficiency. Lastly, ORO staining revealed that the lipid levels were not elevated in embryos of *hlh-11* KO animals (Supplementary Fig. 4h). Taken together, these results suggest that *hlh-11* inactivation initiates fat breakdown to support the energetic demands of parental worms, resulting in fat loss from these animals.

We further performed biochemical extraction, followed by mass spectrometry, to evaluate the impact of HLH-11 on the composition and spectrum of lipids in *C. elegans*. Body fat in *C. elegans* is stored mainly in the intestine, and previous lipid profiling studies showed that this intestinal fat is predominantly in the form of TAGs^14^. Consistent with ORO staining, we found that *hlh-11* KO worms had significantly less TAGs (Fig. 4c and Supplementary Fig. 4i). We further examined changes of 231 individual lipids within the TAG categories. Approximately 40% of TAGs were significantly reduced in *hlh-11* KO worms compared to wild-type animals (Fig. 4d), while levels of TAGs in *hlh-11* OE worms were comparable with wild-type (Fig. 4e). Moreover, ~48% of TAGs were significantly increased in *hlh-11* OE worms, compared to *hlh-11* KO worms (Fig. 4f). These results strongly suggest that HLH-11 affects lipid storage in *C. elegans*.

### Degradation of HLH-11 protein occurs in response to starvation

Transcriptional responses linked to lipid synthesis or utilization are activated according to nutrient availability. Since HLH-11 negatively regulates lipid catabolism genes and remodels the lipid landscape in *C. elegans*, we wondered whether HLH-11 plays a role in nutrient sensing to initiate a fasting transcriptional program that utilizes fat reserves to survive starvation. A translational fusion of HLH-11 to EGFP revealed that, upon starvation, the HLH-11::GFP signal gradually decreased in the nuclei of intestinal cells and remained close to undetectable even after 24 h of fasting (Fig. 5a, b). In addition, protein levels of HLH-11 were also reduced in response to food deprivation, as revealed by immunoblotting (Fig. 5c).

**Fig. 5:**
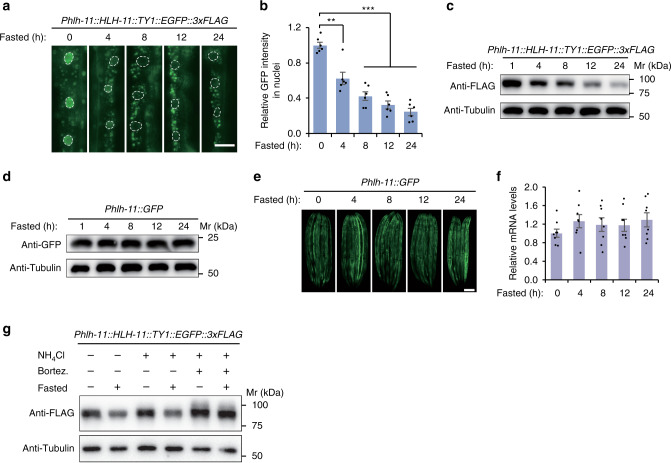
HLH-11 protein degradation occurs in response to starvation. **a** Representative fluorescence images showing upper intestines of worms expressing *Phlh-11::HLH-11::TY1::EGFP::3xFLAG* fasted for the indicated time period. Three independent experiments were performed with similar results. Scale bar, 20 μm. **b** Quantification of nuclear GFP intensity of worms fasted in **a**. Six nuclei were measured under each condition. **p = 0.0013 (4 vs 0 h); ***p = 5.3E−6 (8 vs 0 h), ***p = 4.5E−7 (12 vs 0 h), ***p = 1.3E−7 (24 vs 0 h). **c** Representative immunoblotting images showing the protein levels of HLH-11 and Tubulin (loading control) in *Phlh-11::HLH-11::TY1::EGFP::3xFLAG* worms fasted for the indicated period of time. Three independent experiments were performed with similar results. **d** Representative immunoblotting images showing the protein levels of GFP and Tubulin (loading control) in *Phlh-11::GFP* worms fasted for the indicated period of time. Three independent experiments were performed with similar results. **e** Representative fluorescence images of *Phlh-11::GFP* worms fasted for the indicated time period. *n* = 5–6 worms per condition. Three independent experiments were performed with similar results. Scale bar, 100 μm. **f** qPCR analyses of endogenous *hlh-11* transcript levels in wild-type worms fasted for the indicated period of time. *n* = 8 biologically independent samples. **g** Representative immunoblotting images showing the protein levels of HLH-11 and Tubulin (loading control) in worms treated with or without the proteasome inhibitor Bortezomib (5 μg/ml) or the lysosome inhibitor NH_4_Cl (200 mM). Three independent experiments were performed with similar results. Error bars indicate mean ± SEM. Statistical analyses were performed by Student’s *t* test (unpaired, two tailed), **p < 0.01; ***p < 0.001. Source data are provided as a Source data file.

Certain genetic perturbations mimic starvation to activate metabolic reprogramming. For example, *eat-2* mutants, which lack a ligand-gated ion channel required for normal pharyngeal muscle function, have reduced pharyngeal pumping and food intake and have been commonly used as a genetic diet-restriction mimetic^35^. Similar to food deprivation, we found that mutation of *eat-2* significantly reduced the HLH-11 protein level (Supplementary Fig. 5a, b). We also employed a *Phlh-11::GFP* transcriptional fusion strain to test whether transcription of *hlh-11* is also regulated by nutrient conditions. Unlike the translational fusion reporter, GFP signals driven by the *hlh-11* promoter remained unchanged in response to food deprivation (Fig. 5d, e). Consistent with this result, endogenous transcript levels of *hlh-11* were not regulated in a starvation-responsive manner (Fig. 5f). Taken together, these results suggest that HLH-11 might be regulated translationally or posttranslationally in response to food deprivation.

To further discern the molecular mechanism that regulates HLH-11 following fasting, we tested whether HLH-11 is degraded by lysosomes or proteasomes in response to starvation. Worms treated with the lysosomal acidity neutralizer NH_4_Cl, or carrying the *glo-4(ok623)* mutation that results in lack of functional intestinal lysosomes, still showed a reduced level of HLH-11 protein following fasting (Fig. 5g and Supplementary Fig. 5c). In addition, treating *C. elegans* with the proteasome inhibitor Bortezomib had no effect on HLH-11 protein levels before or after food deprivation (Supplementary Fig. 5c). Interestingly, treating worms with both NH_4_Cl and Bortezomib, or treating *glo-4(ok623)* mutants with Bortezomib, which impairs both lysosomes and proteasomes in *C. elegans*, was able to suppress the reduction of HLH-11 upon fasting (Fig. 5g and Supplementary Fig. 5c). This suggests that, under starvation conditions, both lysosomes and proteasomes are employed to link HLH-11 protein levels with nutrient availability.

mTOR (mechanistic target of rapamycin) and AMPK are key factors in two major nutrient-sensing pathways. To see whether any of the known nutrient-sensing pathways are involved in regulating HLH-11, we inactivated *let-363*/*Ce*.TOR by RNAi or activated AMPK through OE of AAK-2 (*C. elegans* APMK subunit). These two approaches have been used to mimic the effects of starvation^29,36^. We found that inhibition of *Ce*.TOR reduced the HLH-11 protein level (Supplementary Fig. 5d, e), whereas activation of AMPK had a limited effect (Supplementary Fig. 5f, g). Altogether, these results suggest that nutrient deprivation activates HLH-11 protein degradation in a manner that may depend on TOR signaling.

### TFAP4 is a mammalian homolog of HLH-11 that regulates lipid metabolism

Due to the essential function of nutrient sensing and the starvation response in organismal survival, we reasoned that the function and regulation of HLH-11 will be under selective pressure and therefore conserved across species. Indeed, HLH-11 is evolutionarily conserved across phyla (Supplementary Fig. 6). TFAP4, the predicted human homolog of HLH-11, shares 35% overall identity with *C. elegans* HLH-11, which increases to 80% in the HLH domain. To test the function of human TFAP4 in *C. elegans*, we first optimized its coding sequence using *C. elegans* Codon Adaptor^37^. Expression of this optimized TFAP4, driven by the intestine-specific promoter *gly-19*, suppressed the induction of the *Plipl-3::gfp* or *Pacs-2::gfp* reporter in *hlh-11* KO strains (Fig. 6a, b). These results confirm that TFAP4 is the bona fide homolog of HLH-11 in mammals. Furthermore, transcription of a luciferase reporter driven by the *lipl-3* or *acs-2* promoter was repressed by TFAP4 and HLH-11 in a mammalian system (Fig. 6c), which indicates that TFAP4/HLH-11 possesses the function of a transcriptional repressor.

**Fig. 6:**
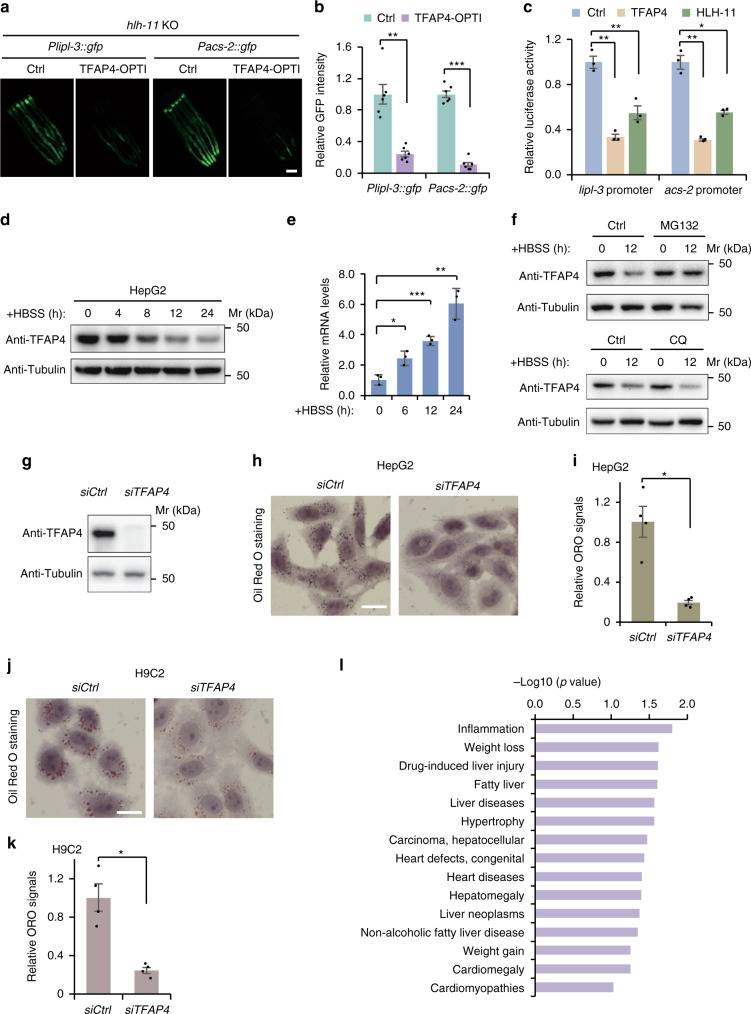
TFAP4, the mammalian homolog of HLH-11, plays a conserved role in regulating lipid metabolism. **a** Representative fluorescence images of *Plipl-3::gfp; hlh-11* KO or *Pacs-2::gfp; hlh-11* KO worms with exogenous expression of codon-optimized TFAP4 driven by the intestine-specific promoter *gly-19*. Three independent experiments were performed with similar results. Scale bar, 100 μm. **b** Quantification of GFP intensity in **a**. *n* = 6 worms examined per condition. **p = 0.0013; ***p = 1.1E−7. **c** Transcriptional activity assay of TFAP4 and HLH-11. *n* = 3 biologically independent samples. The exact *p* values are provided in the Source data. **d** Immunoblotting to detect endogenous protein levels of TFAP4 and Tubulin (loading control) in HepG2 cells starved in HBSS for the indicated period of time. Three independent experiments were performed with similar results. **e** qPCR analyses of TFAP4 transcript levels in HepG2 cells starved in HBSS for the indicated period of time. *n* = 3 biologically independent samples. *p = 0.017; ***p = 0.0006; **p = 0.007. **f** Immunoblotting to detect endogenous protein levels of TFAP4 and Tubulin (loading control) in HepG2 cells starved in HBSS for the indicated period of time. Cells were pretreated with MG132 (20 μg/ml) or Chloroquine (CQ, 50 μM) for 2 h before starvation. Three independent experiments were performed with similar results. **g** Immunoblotting to detect endogenous protein levels of TFAP4 and Tubulin (loading control) in HepG2 cells transfected with control siRNA or TFAP4 siRNA. Three independent experiments were performed with similar results. **h**, **j** Representative Oil Red O staining images of HepG2 (**h**) or H9C2 (**j**) cells transfected with control siRNA or TFAP4 siRNA. Scale bar, 20 μm. **i**, **k** Quantification of Oil Red O staining of HepG2 or H9C2 cells. *n* = 4 biologically independent samples. *p = 0.0131 (**i**); *p = 0.0102 (**k**). **l** Diseases predicted to be associated with TFAP4 expression. The values of −log10(*p* value) were obtained from the Harmonizome database (https://maayanlab.cloud/Harmonizome/gene/TFAP4). Error bars indicate mean ± SEM. Statistical analyses were performed by Student’s *t* test (unpaired, two tailed), *p < 0.05; **p < 0.01; ***p < 0.001. Source data are provided as a Source data file.

We next investigated the function of TFAP4 to see whether it plays an evolutionarily conserved role in modulating lipid metabolism in response to nutrient availability in higher eukaryotes. Similar to *C. elegans* HLH-11, the protein level of TFAP4 in mammalian cells also responded to nutrient availability. Starvation of HepG2 cells with Hanks’ Balanced Salt Solution (HBSS) revealed a time-dependent reduction of TFAP4 protein (Fig. 6d). Reduction of TFAP4 protein level during fasting also occurs via a post-transcriptional mechanism, because transcript levels of TFAP4 were actually upregulated upon starvation (Fig. 6e). We then treated HepG2 cells with the lysosomal inhibitor Chloroquine (CQ) or the proteasome inhibitor MG132 and tested whether TFAP4 is also regulated by lysosome- or proteasome-mediated protein degradation in response to nutrient availability. Reduction of TFAP4 protein level in starved cells was suppressed by MG132 but not by CQ treatment (Fig. 6f), which suggests that TFAP4 is degraded through the proteasomal pathway when nutrients are depleted. We also found that TFAP4 levels also affect fat storage in mammalian cells. Knockdown of TFAP4 by small interfering RNA (siRNA) significantly reduced the ORO staining intensity in HepG2 liver cells (Fig. 6g–i) or H9C2 cardiac muscle cells (Fig. 6j, k). Lastly, we analyzed the databases^38,39^ for diseases associated with TFAP4 expression and found that “Inflammation”, “ Fatty Liver” and “Liver Diseases” are among the top diseases (Fig. 6l). Taken together, these observations indicate that TFAP4, the mammalian homolog of HLH-11, plays a conserved role in regulating lipid metabolism in response to nutrient availability.

## Discussion

A successful strategy for organisms to cope with nutrient fluctuation requires accurate sensing of food availability and rapid adjustment of metabolic programs. In this study, we show that HLH-11 acts as a nutrient-sensitive transcription repressor that promotes fat utilization to meet energy demands under nutrient-deprived conditions. Through mRNA-seq analysis, we noticed that inactivation of HLH-11 mimics a “dietary-restricted state”, even during ad libitum feeding, to activate transcription of genes encoding enzymes that catalyze multiple steps of lipid catabolism. These include lysosomal lipases that break down body fats in lipophagy and ACS and ACDH involved in fatty acid β-oxidation. The coordinated transcriptional response of genes that affect multiple steps in lipid catabolism allows precise control of lipid breakdown and reprogramming of the lipid landscape in *C. elegans*. More importantly, we show that TFAP4, the mammalian homolog of HLH-11, plays an evolutionarily conserved role in regulating fat metabolism. Given that overnutrition represents one of the major risk factors for metabolic diseases, including obesity, diabetes, and cardiovascular diseases, approaches to mimicking a “dietary-restricted state” might be important for avoiding excess weight and obesity and could be beneficial to body weight control and healthy aging. Therefore, inactivation of HLH-11, which induces metabolic changes resembling dietary restriction, may have therapeutic applications in the fight against lipid metabolism diseases.

Transcriptional responses represent a major regulatory mechanism for executing metabolic reprogramming to withstand food limitation. In line with this notion, several transcription factors and nuclear hormone receptors have been reported to mediate starvation responses in *C. elegans*^4,15^, including both transcription activators and suppressors. A well-received “competition model” has been proposed^15,40^: transcription of lipid catabolism genes is repressed by bHLH-like transcription factors under well-fed conditions, and during starvation, the downregulation of transcriptional repressors allows accessibility of transcriptional activators to the promoter regions of lipid catabolism genes, thereby activating fat utilization. For example, in *C. elegans*, the transcription factor MXL-3 has been reported to repress lipase genes when food is available, and the downregulation of MXL-3 releases the binding site, allowing the association of HLH-30 with lipase gene promoters to activate their transcription. Interestingly, TFEB, the mammalian homolog of HLH-30, plays a conserved role in mediating lipid metabolism and is regulated through a similar mechanism^3^. However, MAX, the mammalian homolog of MXL-3, is not involved in nutrient sensing and fat utilization, which suggests the existence in higher eukaryotes of other factors that repress lipase gene transcription under ad libitum feeding conditions^15^. TFAP4, identified in our study, may represent such a factor. Interestingly, TFAP4 and TFEB both associate with the E-box motif (CANNTG)^41–43^, which points toward the possibility that these two transcription factors may constitute an antagonistic pair to compete for the binding sites in promoters of lipid catabolism genes.

Our results unravel a transcriptional response that is able to sense nutrient fluctuation. However, it remains to be determined how nutrient signals are coupled to the transcription factor HLH-11. We find that, in response to food deprivation, *C. elegans* HLH-11 protein is degraded through both lysosomal and proteasomal pathways. The nutrient sensor mTOR, but not AMPK, seems to regulate HLH-11 protein levels. Interestingly, mTOR has been shown to modulate the induction of *C. elegans* HLH-30 and the induction and subcellular localization of its mammalian homolog TFEB during nutrient starvation^3,15^. This suggests that a transcription repressor and activator are coordinately regulated through the same nutrient-sensing pathway. It should also be noted that MXL-3, another transcription repressor of lipase genes reported in *C. elegans*, activates an acute response to nutrient deprivation^15^. *mxl-3* transcript levels were greatly reduced after 5 h of fasting but became elevated 12 h after food withdrawal. Regulation of *mxl-3* does not depend on *Ce*.TOR. By contrast, we find that HLH-11 may mediate a prolonged response to nutrient deficiency. Degradation of HLH-11 protein is observed even after 24 h of fasting. Altogether, these observations point toward complex regulation of the transcriptional response when nutrient levels fluctuate.

## Methods

### Worm strains and maintenance

*C. elegans* strains were grown on standard nematode growth medium (NGM) plates with *Escherichia coli* OP50 at 20 °C. N2, *unc-119(ed3); wwEx38[Phlh-11::GFP; unc-119(+)]*, *unc-119(tm4063); wgIs396 [Phlh-11::hlh-11::TY1::EGFP::3xFLA*+*unc-119(+)]* and *hlh-11(ok2944)* were obtained from the *Caenorhabditis* Genetics Center (CGC). The following strains were generated in our lab. YSL11(*liuIs3[Plipl-3::gfp; Podr-1::dsRed]*), YSL12(*liuIs4[Pacs-2::gfp; Podr-1::dsRed]*), YSL13(*liuIs5[Phlh-11::hlh-11::gfp; Podr-1::dsRed]*), YSL14 *hlh-11(ko1)*, YSL15(*liuIs3[Plipl-3::gfp; Podr-1::dsRed]; hlh-11(ko1)*), YSL16(*liuIs4[Pacs-2::gfp; Podr-1::dsRed]; hlh-11(ko1)*), YSL17(*liuEx2[Phlh-11::hlh-11::mCherry]; liuIs11[Plipl-3::gfp; Podr-1::dsRed]; hlh-11(ko1)*), YSL18(*liuEx2[Phlh-11::hlh-11::mCherry]; liuIs12[Pacs-2::gfp; Podr-1::dsRed]; hlh-11(ko1)*), YSL19(*liuEx3[Phlh-11::hlh-11(ΔHLH)::mCherry]; liuIs11[Plipl-3::gfp; Podr-1::dsRed]; hlh-11(ko1)*), YSL20(*liuEx3[Phlh-11::hlh-11(ΔHLH)::mCherry]; liuIs12[Pacs-2::gfp; Podr-1::dsRed]; hlh-11(ko1)*), YSL21(*liuEx4[Pgly-19::hlh-11::mCherry]; liuIs12[Pacs-2::gfp; Podr-1::dsRed]; hlh-11(ko1)*), YSL22(*liuEx5[Prab-3::hlh-11::mCherry; liuIs12[Pacs-2::gfp; Podr-1::dsRed]; hlh-11(ko1)*), YSL23(*liuEx6[Ppgp-12::hlh-11::mCherry; liuIs12[Pacs-2::gfp; Podr-1::dsRed]; hlh-11(ko1)*).

### Cell culture

HepG2 cells were cultured in Eagle’s Minimum Essential Medium (ATCC, #30-2003) supplemented with 10% fetal bovine serum (FBS; Gibco # 10099-141) and penicillin and streptomycin (Hyclone, #SV30010) at 37 °C. HEK293T and H9C2 cells were cultured in Dulbecco’s Modified Eagle Medium (Hyclone, #SH30243.01) supplemented with 10% FBS (Biowest, #S181B-500) and penicillin and streptomycin (Hyclone, #SV30010) at 37 °C. HBSS starvation was performed by changing culture medium to HBSS (Gibco, #14025-092), and cells were incubated in HBSS for the indicated period of time before sample preparation.

### Fluorescence microscopy

Worms were immobilized in M9 with 50 mM sodium azide, mounted on 2% agarose pads, and imaged using a Zeiss Axio Imager M2 microscope. Images were acquired using the Software Zen 1.1.2.0 (Zeiss). Comparable images were captured with the same exposure time and magnification. Quantifications of GFP in reporter worms were performed using the ImageJ software to calculate integrate or mean intensity.

### Reverse transcription–qPCR

Synchronized young adult worms were washed off plates with M9 and resuspended in TRIzon Reagent (CWBIO, #CW0580). Total RNA was isolated by chloroform extraction, followed by isopropanol precipitation. cDNA was prepared using One-step gDNA Removal and cDNA Synthesis SuperMix (Transgen Biotech, #AT311). RT-qPCR was performed using SYBR Green PCR Master Mix (Bio-Rad, #1725121) to measure the expression levels of target genes. For quantification, mRNA levels were normalized to *ama-1*.

Primer sequences for RT-qPCR are provided in Supplementary Table 1.

### RNAi screening

RNAi bacteria were cultured overnight in LB medium with 50 µg/ml Carbenicillin at 37 °C and then seeded onto RNAi agar plates containing 1 mM isopropyl-β-d-thiogalactoside. The plates were left to dry in a laminar flow hood and incubated at room temperature overnight to induce double-stranded RNA expression. Synchronized *Plipl-3::gfp* and *Pacs-2::gfp* hatchlings were seeded onto the plates and cultured at 20 °C for 48 h before examination for GFP signal.

### ORO staining

Synchronized worms were collected, washed 3 times with phosphate-buffered saline (PBS), and fixed for 1 h in MRWB buffer (80 mM KCl, 20 mM NaCl, 7 mM Na_2_EGTA, 0.5 mM spermidine-HCl, 0.2 mM spermine, 15 mM Na-PIPES pH 7.4, 0.1% β-mercaptoethanol) containing 2% paraformaldehyde (PFA). Worms were then washed with PBS to remove PFA, resuspended in 60% isopropanol, and incubated at room temperature for 15 min to dehydrate them. A 60% ORO solution was freshly prepared by diluting ORO Solution (Sigma, #O1391) with water, rocking overnight and filtering with a 0.22-µm filter. After removal of isopropanol, worms were incubated with rocking in 60% ORO solution overnight at room temperature. Stained worms were mounted onto 2% agarose pads, and imaged using a Zeiss Axio Imager M2 microscope. Images were acquired using the Software Zen 1.1.2.0 (Zeiss). To quantify ORO signals, images were first converted to RGB color. The mean intensity in the green channel on the upper intestine below the pharynx of each animal was calculated using the Fiji software. For mammalian cells, cell culture medium was removed and cells were washed with PBS once, followed by fixation with 4% PFA for 30 min. Cells were washed once again with PBS and incubated in 60% ORO working solution for 2 h. After removal of ORO solution, cells were then washed twice with PBS. Nuclei was stained with hematoxylin staining solution (BBI Life Sciences, #E607317) before images were taken. Images were acquired using the Software Zen 1.1.2.0 (Zeiss). For quantification, cells were first washed 5 times with 60% isopropanol. To extract ORO, 100% isopropanol was added, then 80% of the extraction volume was removed, and the ORO content was assessed by measuring the absorbance at 510 nm.

### Nile Red staining

Nile Red (Molecular Probes, #LSN1142) was dissolved in acetone and 1 mg/ml stock solution was kept at 4 °C. Stock solution was freshly diluted in PBS to 1 μg/ml and 0.5 ml of the diluted solution was added to the surface of NGM plates (~11 ml agar) seeded with OP50. Synchronized L1 worms were allowed to develop on the plates until the adult stage. Day 1 worms were mounted onto 2% agarose pads and imaged using a Zeiss Axio Imager M2 microscope. Images were acquired using the Software Zen 1.1.2.0 (Zeiss). Quantifications of Nile Red signals were performed using the ImageJ software to calculate integrated intensity.

### mRNA-sequencing

For each sample, approximately 2000 synchronized young adult worms were collected and resuspended in TRIzon Reagent (CWBIO, #CW0580). Total RNA was isolated by chloroform extraction, followed by isopropanol precipitation. Sequencing was performed using a HiSeq2500 sequencing system (Illumina). The clean reads were aligned to the WBcel235 genome assembly with TopHat2. Differentially expressed genes were then identified using DEseq2 (an R package for differential expression analysis)^44^. *p* Values were calculated by two-sided Wald test and corrected for multiple testing using the Benjamini–Hochberg method. Genes with an adjusted *p* value <0.05 were selected as differentially expressed genes. Induced (KO_up or OE_up) or suppressed (KO_down or OE_down) genes were obtained by comparing transcript levels in *hlh-11* KO or OE worms to wild-type animals. For the functional classifications, *p* values were calculated by one-sided Fisher’s exact test modified by the DAVID (Database for Annotation, Visualization, and Integrated Discovery) tool^45^ and corrected for multiple testing using the Bonferroni method. Fold changes of transcript levels of genes involved in lipid metabolism, glycolysis, or the TCA cycle were calculated by dividing the expression level of each gene in KO or OE worms by that of the wild-type worms. For each condition, two replicates were sequenced and analyzed. The data sets were deposited in Gene Expression Omnibus with the accession number GSE140866.

### Lipid profiling

For each sample, approximately 10,000 day 1 adult worms were collected and washed three times with M9 in a 15-ml tube and rotated for 30 min at room temperature to get rid of gut bacteria. After gut clearance, worms were washed twice with M9 and centrifuged. Pellets were frozen in liquid nitrogen, then kept at −80 °C until processed. Lipid extraction and liquid chromatography/mass spectrometry (LC/MS) analysis were performed by LipidALL Technologies Co., Ltd. (www.lipidall.com). Lipids were extracted twice using chloroform:methanol (1:2), with an internal standard added. LC/MS analysis was carried out by UPLC-QTRAP 6500 PLUS (Sciex). Four replicates from each condition were used for analyses. Statistical analysis was performed using one-sided Tukey’s honestly significant difference test.

### Starvation assays

L4 animals were washed off plates and rinsed three times with M9. Half of the worms were then seeded back onto plates with food, and the other half were seeded onto plates without food. Worms were then cultured for each indicated period of time.

### Bortezomib and NH_4_Cl treatment

L4 worms were washed off plates with M9 and collected into tubes containing M9 and OP50. Bortezomib (5 μg/ml) or NH_4_Cl (200 mM) was added into the M9. The tubes were rotated at 20 °C for 6 h (Bortezomib) or 3 h (NH_4_Cl). Worms were then equally divided into two tubes, one with food and the other one without food, and rotated for 12–16 h before they were collected and prepared for immunoblotting.

### Immunoblotting

For *C. elegans* samples, worms were collected and rinsed 2–3 times with M9. After the final rinse, a certain volume of M9 was left and ¼ volume of 5× SDS sample buffer (312.5 mM Tris-HCl pH 6.8, 12.5% sodium dodecyl sulfate (SDS), 0.01% Bromophenol Blue, 25% β-mercaptoethanol, 50% glycerol) was added. The samples were then heated at 95 °C for 10 min before loading onto SDS-polyacrylamide gel electrophoresis (PAGE) gels. For cell samples, after washing with PBS, RIPA buffer (20 mM Tris-HCl, 150 mM NaCl, 1 mM Na_2_EDTA, 1 mM EGTA, 1% NP-40, 1% sodium deoxycholate, 2.5 mM sodium pyrophosphate, 1 mM β-glycerophosphate) with EDTA-free Proteinase Inhibitor Cocktail (Roche) and 1 mM dithiothreitol (DTT) was added into the cell culture plates. Plates were incubated on ice for 10 min. Cell lysates were then collected into tubes and ¼ volume of 5× SDS sample buffer was added. The samples were heated at 95 °C for 10 min before loading onto SDS-PAGE gels. Antibodies used were anti-GFP antibody (diluted 1:1000, Sungene Biotech, #KM8009), anti-FLAG antibody (diluted 1:1000, Sigma, #F1804), anti-TFAP4 antibody (diluted 1:1000, Santa Cruz, #377042), and anti-Tubulin antibody (diluted 1:1000, Abcam, #6161).

### Chromatin immunoprecipitation–qPCR

Synchronized worms were raised until the young adult stage, then collected in a 15-ml tube and washed 3–5 times with PBS. Worms were rotated in PBS for 30 min at room temperature to get rid of gut bacteria, then washed 3 times. After that, worms were rotated in PBS containing 2% formaldehyde for 40 min and washed 3 times with PBS again. To enrich HLH-11–DNA complexes, the nuclei were separated and lysed in ChIP lysis buffer (50 mM HEPES-KOH pH 7.5, 150 mM NaCl, 1 mM EDTA pH 8.0, 0.1% sodium deoxycholate, 1% Triton X-100, 0.1% SDS) containing 1 mM PMSF, 1 mM DTT, and EDTA-free Proteinase Inhibitor Cocktail (Roche). After sonication and centrifugation, the supernatant was incubated with GFP antibody (5 µg/ChIP reaction, Abcam, #ab290) at 4 °C overnight and collected with Dynabeads Protein G (Invitrogen 10004D). After extensive washes, immunocomplexes were treated with proteinase K (ZYMO, #D3001-2-B). Bound DNA in the precipitates, as well as input DNA, were extracted, purified, and subjected to qPCR to detect the enrichment of targets.

### Transcriptional activity assay

The promoter of *lipl-3* or *acs-2* was cloned into pGL4.17 vector. pGL4.17 plasmids carrying the *lipl-3* or *acs-2* promoter were co-transfected with pRL-CMV (internal control) into HEK293T cells, together with plasmids expressing TFAP4 or HLH-11. Thirty-six hours after transfection, transcriptional activities were measured with the dual luciferase reporter assay system (Promega, #E1910).

### Statistics and reproducibility

Statistical analyses were performed by Student’s *t* test (unpaired, two tailed) with at least three replicates, unless otherwise indicated. Statistical analyses were performed in Excel (Microsoft) or GraphPad Prism (GraphPad Software Inc.). Error bars indicate mean ± SEM unless otherwise indicated. Experiments yielding quantitative data for statistical analyses were performed independently at least three times with similar results. Micrographs and immunoblotting images are representative images of at least two independent experiments, with similar results.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

mRNA-seq data reported in this paper have been deposited in the NCBI Gene Expression Omnibus (GEO) database under accession code GSE140866. −Log10(*p* value) of TFAP4’s association with diseases were obtained from Harmonizome (https://maayanlab.cloud/Harmonizome/gene/TFAP4). Other data supporting the findings of this study are available from the authors upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: HLH-11 modulates lipid metabolism in response to nutrient availability
**Source:** Nat Commun. 2020 Nov 24;11:5959. doi: 10.1038/s41467-020-19754-1
**Supplement:** Supplementary file 1 — Supplementary information

Supplementary Information

HLH-11 modulates lipid metabolism in response to nutrient availability

Li Y. et al.

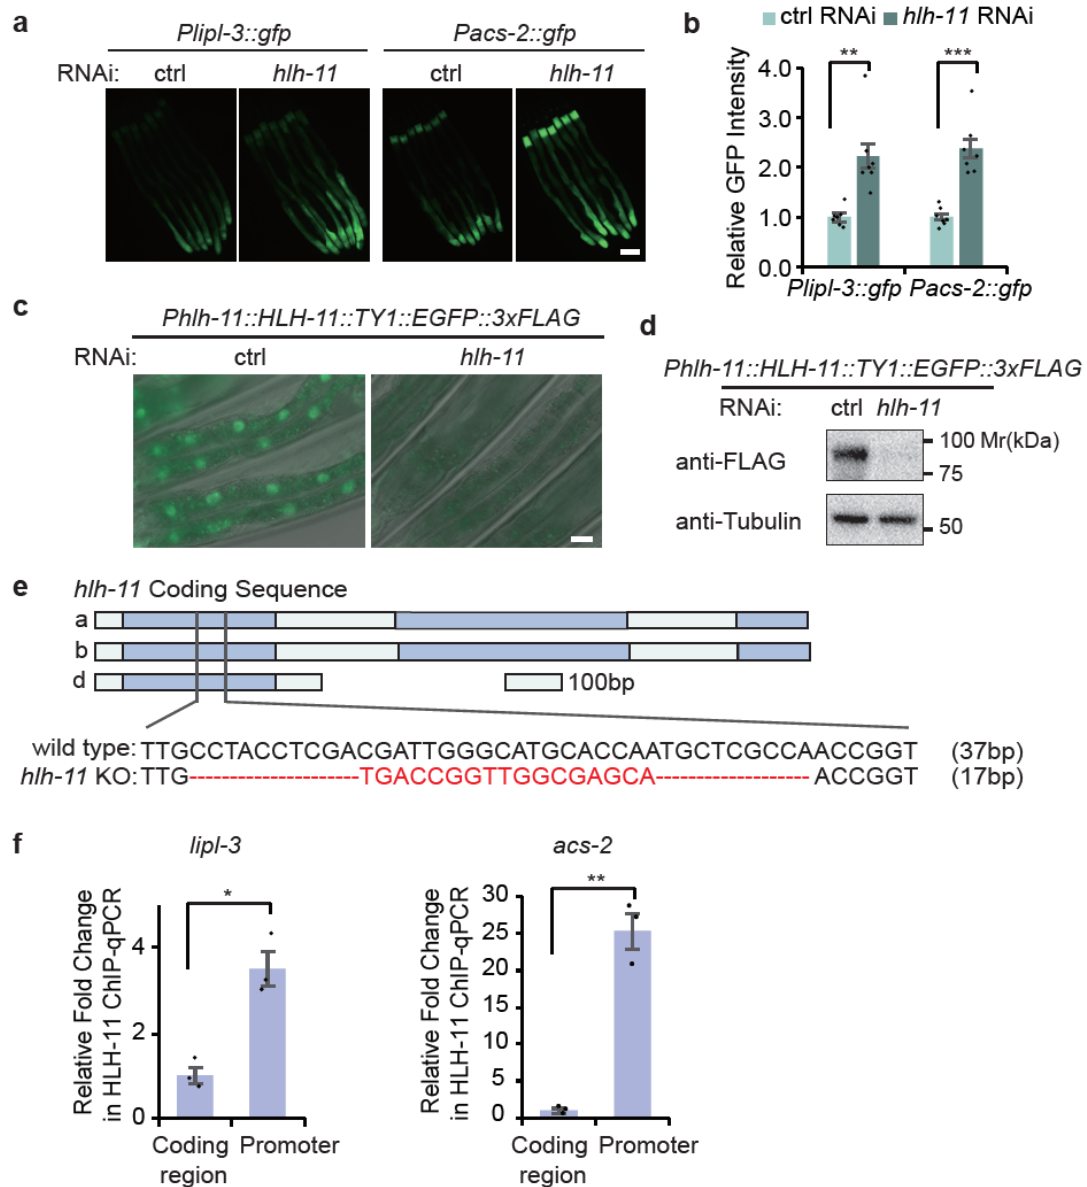

Supplementary Figure 1. Knockdown of *hllh-11* activates transcription of *lipl-3* and *acs-2*.

a Representative fluorescence images of *Plip1-3::gfp* and *Pacs-2::gfp* worms fed with control RNAi or *hllh-11* RNAi. Scale bar, 100 μ m. **b** Quantification of GFP intensity in (a). $n=6$ worms examined per condition. $**p=0.0049$; $***p=0.0004$. **c** Representative fluorescence images of *Phlh-11::HLH-11::TY1::EGFP::3xFLAG* worms fed with control or *hllh-11* RNAi. Scale bar, 20 μ m. Three independent experiments were performed with similar results. **d** Immunoblotting images showing protein levels of HLH-11 and Tubulin (loading control) in *Phlh-11::HLH-11::TY1::EGFP::3xFLAG* transgenic worms fed with control or *hllh-11* RNAi. Two independent experiments were performed with similar results. **e** Diagram depicting the *hllh-11* knockout strain generated via the CRISPR/Cas9 approach. **f** ChIP-qPCR analysis of young adult worms expressing *Phlh-11::HLH-11::TY1::EGFP::3xFLAG*. Anti-GFP antibody was utilized for immunoprecipitation. qPCR was conducted using primers targeting the coding region or promoter region of *acs-2* or *lipl-3*. $n=3$ biologically independent samples. $*p=0.013$; $**p=0.009$. Error bars indicate mean $\pm$ SEM. Statistical analyses were performed by Student's t-test (unpaired, two-tailed), $*p < 0.05$; $**p < 0.01$. Source data are provided as a Source Data file.

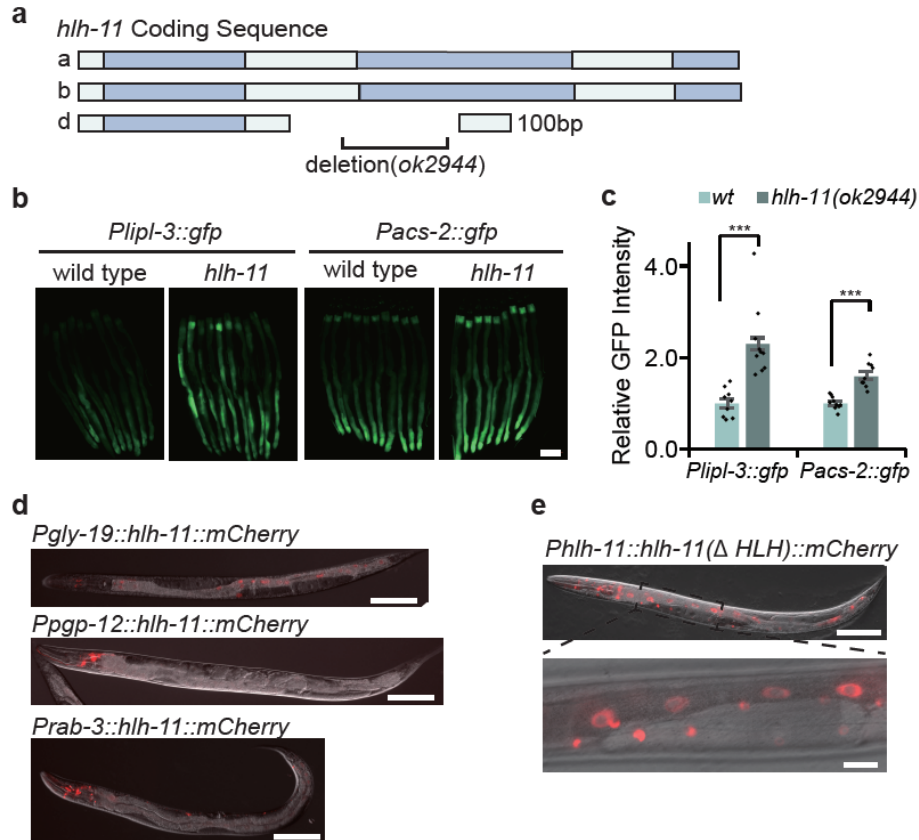

Supplementary Figure 2. *hlh-11* knockouts activate transcription of *lip1-3* and *acs-2*. **a** Diagram depicting the *hlh-11(ok2944)* deletion. **b** Representative fluorescence images of *Plip1-3::gfp* and *Pacs-2::gfp* reporters in wild-type worms or *hlh-11(ok2944)* mutants. Three independent experiments were performed with similar results. Scale bar, 100 μ m. **c** Quantification of GFP intensity in (c). $n=9-10$ worms examined per condition. *** $p=0.0004$ (left), *** $p=6.5E-5$ (right). **d** Representative fluorescence images of HLH-11::mCherry driven by the intestine-specific promoter *gly-19*, the excretory cell promoter *pgp-12*, or the pan-neuronal promoter *rab-3*. $n=6$ worms were examined with similar results. Scale bar, 200 μ m. **e** Expression pattern of HLH-11(Δ HLH)::mCherry. $n=6$ worms were examined with similar results. Scale bar, 200 μ m (upper), 20 μ m (lower). Error bars indicate mean $\pm$ SEM. Statistical analyses were performed by Student's t-test (unpaired, two-tailed), * $p < 0.05$; ** $p < 0.01$. Source data are provided as a Source Data file.

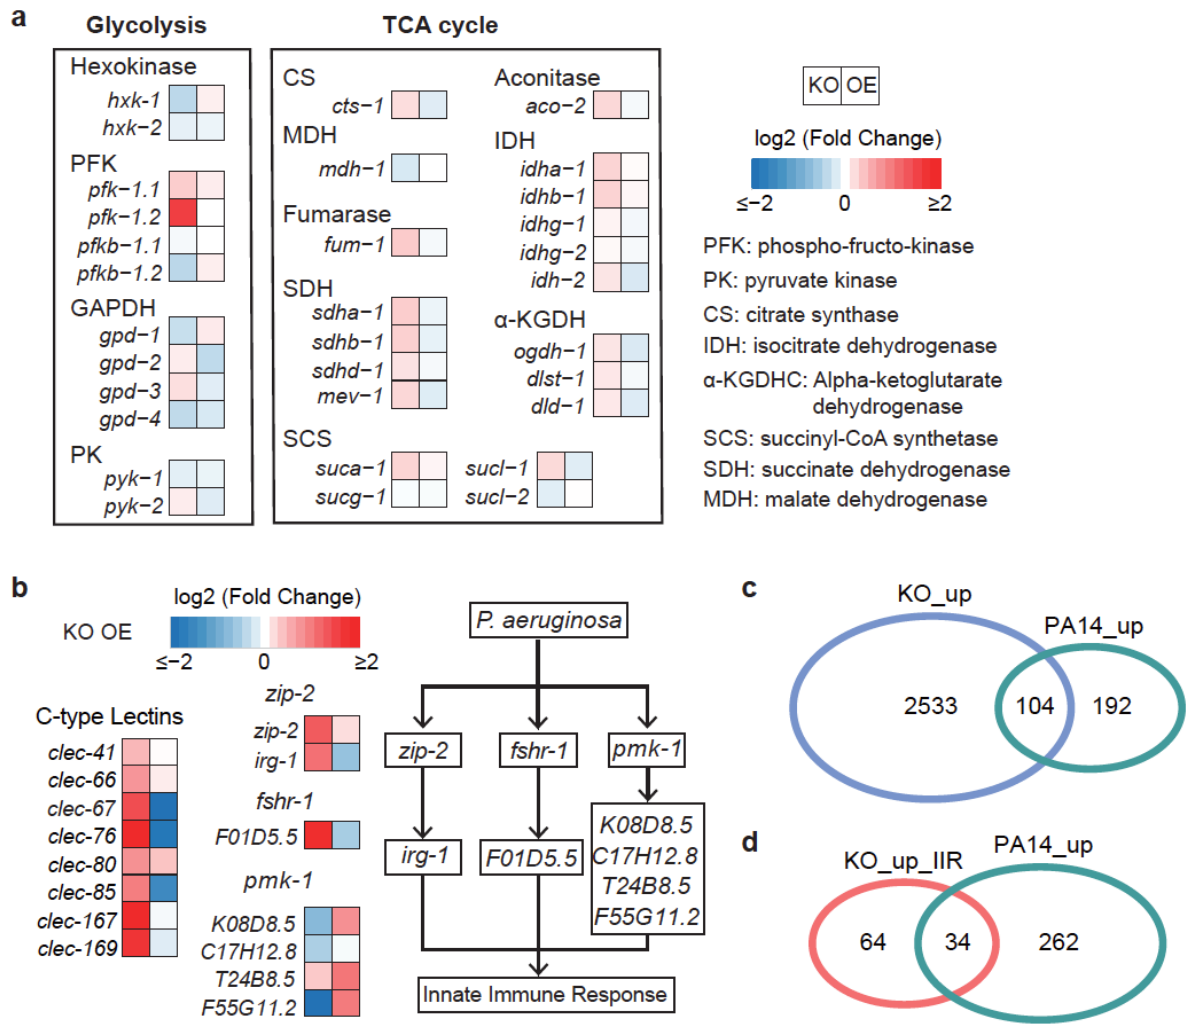

Supplementary Figure 3. Knockout of *hlh-11* activates the innate immune response. **a** Heat map of fold changes in transcript levels of glycolysis and TCA cycle genes in *hlh-11* KO or OE worms. The fold changes were calculated by dividing the transcript level of each indicated gene in *hlh-11* KO or OE by that of wild-type. **b** Heat map of fold changes in transcript levels of immune genes in *hlh-11* KO or OE worms. The fold changes were calculated by dividing the transcript level of each indicated gene in *hlh-11* KO or OE by that of wild-type. **c** Venn diagram showing the overlap of up-regulated genes in *hlh-11* KO and in wild-type animals upon PA14 infection. **d** Venn diagram showing the overlap of up-regulated innate immunity response (IIR) genes in *hlh-11* KO and in wild-type animals upon PA14 infection. Source data are provided as a Source Data file.

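As ratios of mean RPKM to the wild type, *clec-67* was at 2.79 in *hlh-11* KO and 0.249 in *hlh-11* OE. *clec-85* was at 1.99 and 0.341, and *F55G11.2* at 0.241 and 2.05. The SD of the KO ratio, from the spread of both groups (n = 2 each), was 0.180 for *clec-67*, 0.0960 for *clec-85* and 0.0541 for *F55G11.2*. The SD of the OE ratio was 0.120, 0.119 and 0.260 in the same order. The OE ratio of *clec-67*, from few reads, was 0.164 without OE replicate 2 and 0.334 without OE replicate 1, and that of *clec-85* was 0.257 and 0.424. The glycolysis and TCA cycle genes and the other immune genes of the heat maps were not analysed here.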

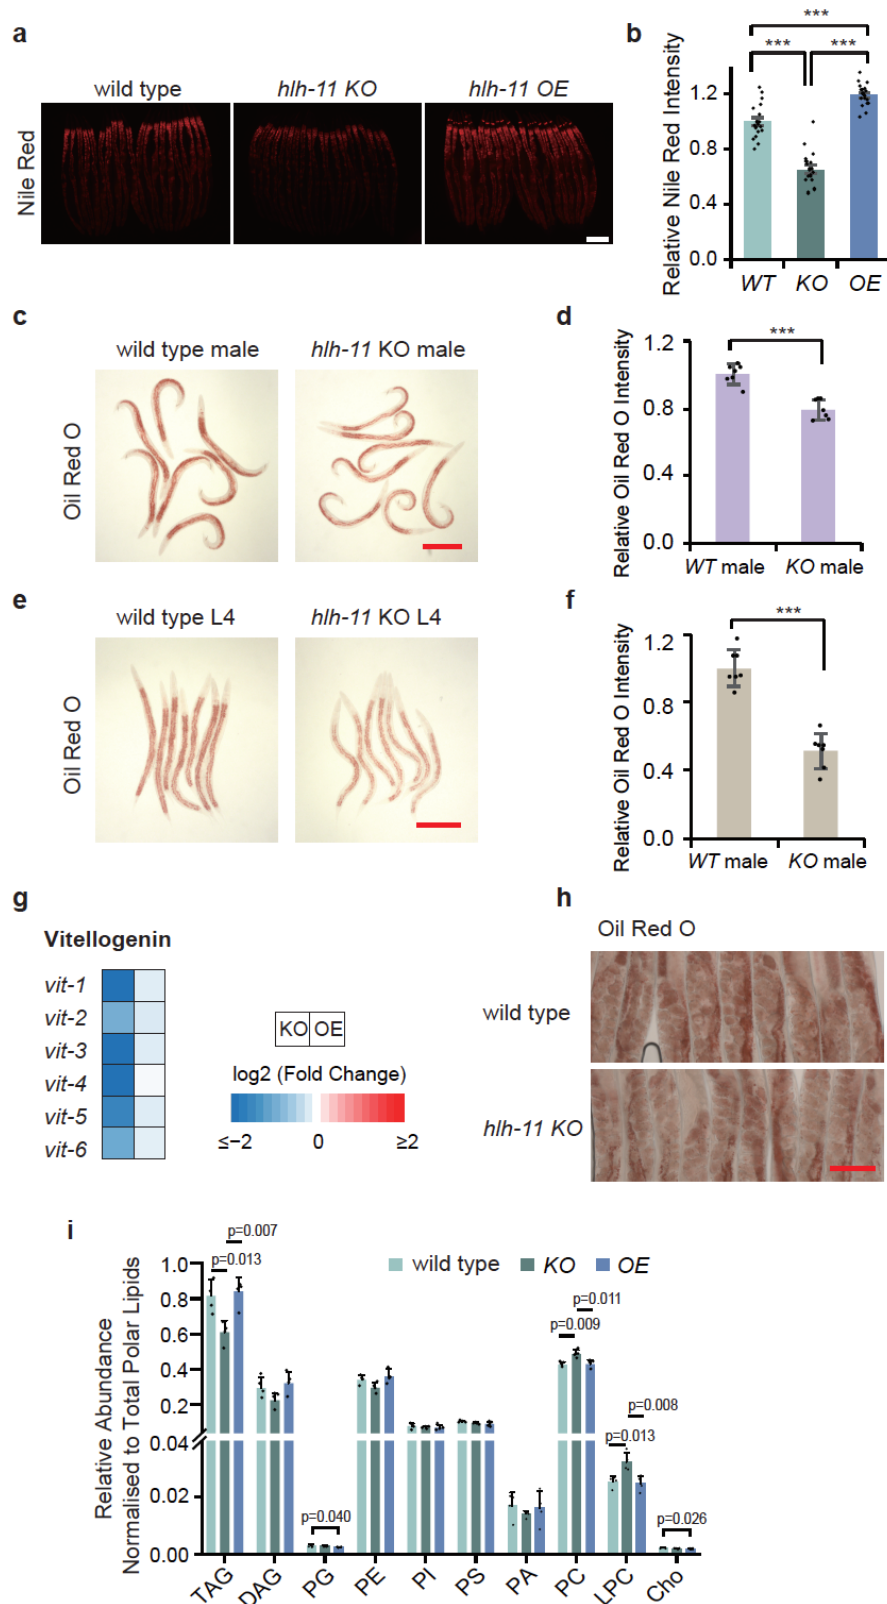

Supplementary Figure 4. Knockout of *hlh-11* affects lipid abundance. **a** Nile Red staining of wild-type, *hlh-11* KO and *hlh-11* OE worms. Scale bar, 200µm. **b** Quantification of Nile Red signals in (a). Error bars indicate mean $\pm$ SEM. Statistical analyses were performed by Student's t-test (unpaired, two-tailed). $n=20$ worms were examined per condition. *** $p=7.2\text{E-}11$ (KO vs WT), *** $p=9.0\text{E-}7$ (OE vs WT), *** $p=3.0\text{E-}18$ (OE vs KO). **c**, **e** Oil Red O staining of male (c) or L4 (e) wild-type and *hlh-11* KO worms. Scale bar, 200 µm. **d**, **f** Quantification of Oil

Red O signals from upper intestine in (c, e). Error bars indicate mean $\pm$ SEM. Statistical analyses were performed by Student's t-test (unpaired, two-tailed). n=7 worms were examined per condition. ***p=2.5E-5 (d); ***p=1.8E-6 (f). **g** Heat map of fold changes in transcript levels of vitellogenin genes in *hlh-11* KO or OE worms. The fold changes were calculated by dividing the transcript level of each indicated gene in *hlh-11* KO or OE by that of wild-type. **h** Representative images of Oil Red O staining revealing the eggs of wild-type and *hlh-11* KO worms (day-1 adult). Three independent experiments were performed with similar results. Scale bar, 100 μ m. **i** Relative abundance of total TAG (triacylglycerols), DAG (diacylglycerols), PG (phosphatidylglycerols), PE (phosphatidylethanolamines), PI (phosphatidylinositols), PS (phosphatidylserines), PA (phosphatidic acids), PC (phosphatidylcholines), LPC (lyso-phosphatidylcholine), and Cho (free cholesterol) in wild-type, *hlh-11* KO and *hlh-11* OE worms. Error bars indicate mean $\pm$ SEM. Statistical analyses were performed using one-sided Tukey's HSD test. n=4 biologically independent samples. p values are shown in panel (i). Source data are provided as a Source Data file.

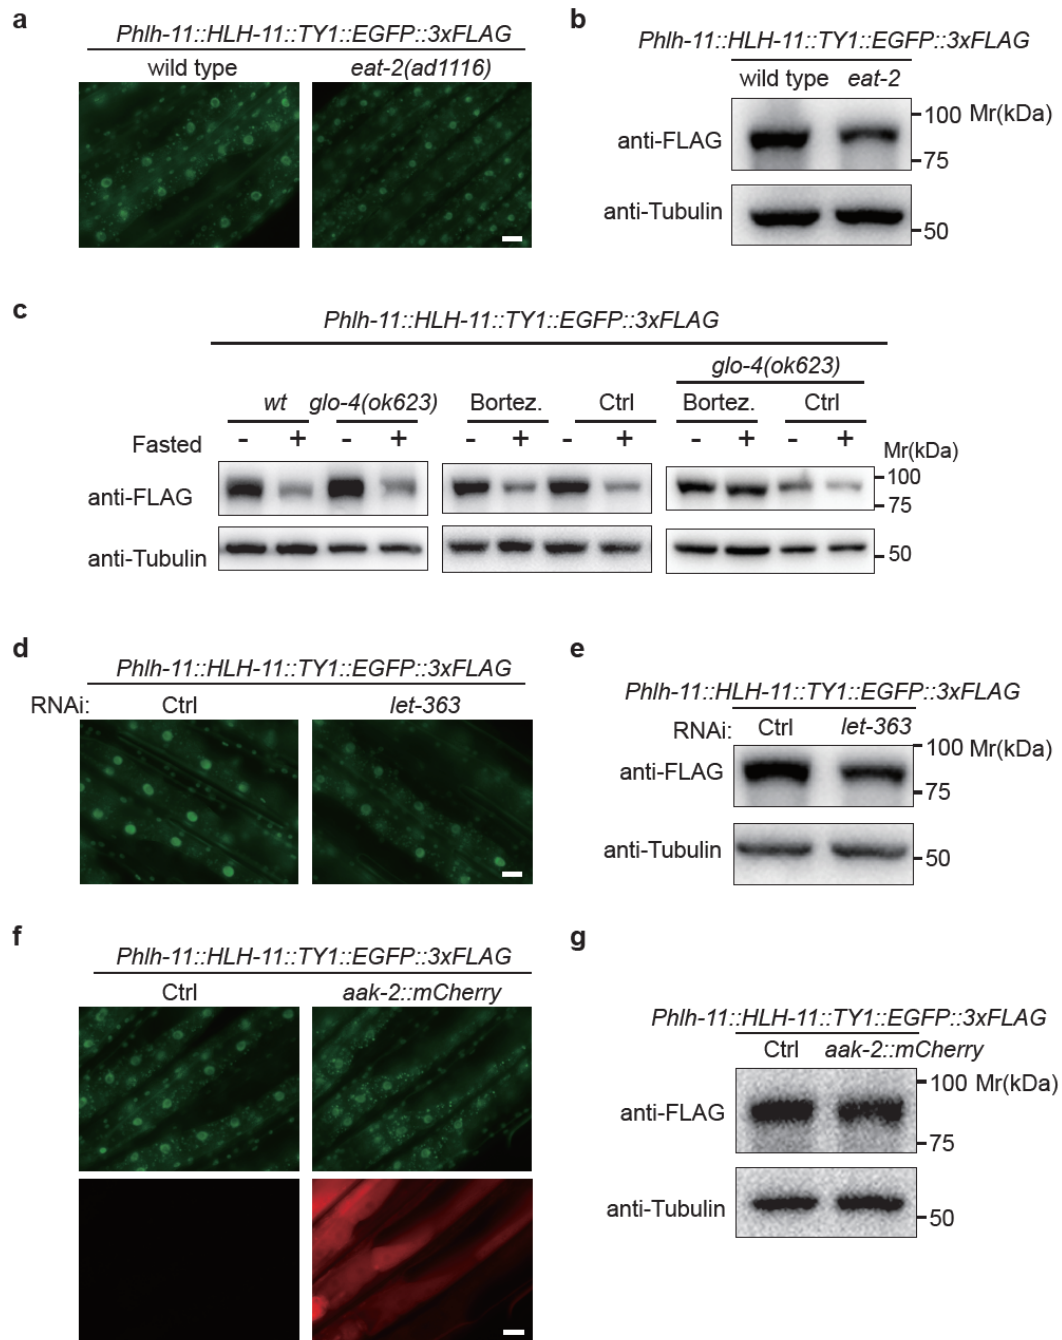

Supplementary Figure 5. Caloric restriction or mTOR inhibition activates the degradation of HLH-11. **a** Representative fluorescence images of the *Phlh-11::HLH-11::TY1::EGFP::3xFLAG* reporter in wild-type worms or *eat-2(ad1116)* mutants. Three independent experiments were performed with similar results. Scale bar, 20 μ m. **b** Immunoblotting images showing protein levels of HLH-11 and Tubulin (loading control) in wild-type worms or *eat-2(ad1116)* mutants expressing *Phlh-11::HLH-11::TY1::EGFP::3xFLAG*. Two independent experiments were performed with similar results. **c** Immunoblotting images showing protein levels of HLH-11 and Tubulin (loading control) in worms with the indicated genotype under feeding or fasting conditions, and treated with or without the proteasome inhibitor Bortezomib (5 μ g/ml). Three independent experiments were performed with similar results. **d** Representative fluorescence images of *Phlh-11::HLH-11::TY1::EGFP::3xFLAG* worms fed with control or *let-363* RNAi. Three independent experiments were performed with similar results. Scale bar, 20 μ m. **e** Immunoblotting images showing protein levels of HLH-11

and Tubulin (loading control) in *Phlh-11::HLH-11::TY1::EGFP::3xFLAG* transgenic worms fed with control or *let-363* RNAi. Two independent experiments were performed with similar results. **f** Representative fluorescence images of the *Phlh-11::HLH-11::TY1::EGFP::3xFLAG* reporter in wild-type worms or AAK-2::mCherry overexpression worms. Three independent experiments were performed with similar results. Scale bar, 20 μ m. **g** Immunoblotting images showing protein levels of HLH-11 and Tubulin (loading control) in wild-type or AAK-2::mCherry worms expressing *Phlh-11::HLH-11::TY1::EGFP::3xFLAG*. Two independent experiments were performed with similar results. Source data are provided as a Source Data file.

Supplementary Table 1: Primer Sequences used for RT-qPCR

	**Primer Sequence (5' – 3')**
<i>ama-1 (C. elegans)</i>	GACATTTGGCACTGCTTTGT
	ACGATTGATTCCATGTCTCG
<i>acs-2 (C. elegans)</i>	AAGGAGATGAGAATGACTGAT
	GTTCCGACATGGTGAATA
<i>lip1-3 (C. elegans)</i>	GTGCACTACTGCTCGTGATTC
	CATAGTCCAGTCTGTGGATGC
<i>hlh-11 (C. elegans)</i>	AGCACCCACTCATCATCCAC
	TTGCATCCATGTCGGGTGAG
<i>actb (HepG2)</i>	CAACGGTGAGCATATTGCCG
	CGCTCTTGTAGCGGATGAGA
<i>tfap4 (HepG2)</i>	TCGATTCACCACAGAACGCA
	AGCCATTTGCCAACCGTAGA

# Supplementary material for: HLH-11 modulates lipid metabolism in response to nutrient availability
**Source:** Nat Commun. 2020 Nov 24;11:5959. doi: 10.1038/s41467-020-19754-1
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Lists of RNAi sub-libraries used in the screen

File Name: Supplementary Data 2

Description: List of 57 primary hits after RNAi Screening

File Name: Supplementary Data 3

Description: Lists of genes with differential expression in *hlh-11* KO or OE worms

# Supplementary material for: HLH-11 modulates lipid metabolism in response to nutrient availability
**Source:** Nat Commun. 2020 Nov 24;11:5959. doi: 10.1038/s41467-020-19754-1

Protein gels or membranes were cut into slices before incubation with primary antibodies.

The Precision Plus Protein™ Dual Color Standards (Cat#161-0374) from BioRad was used as the protein marker.

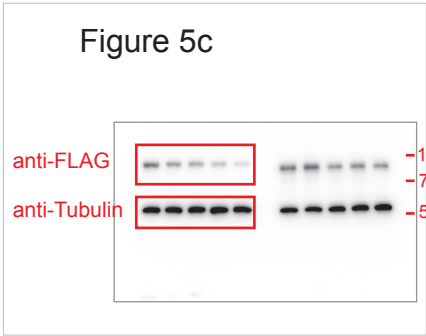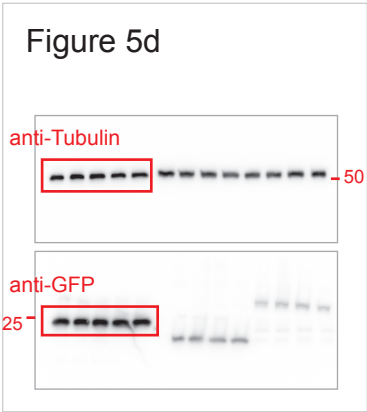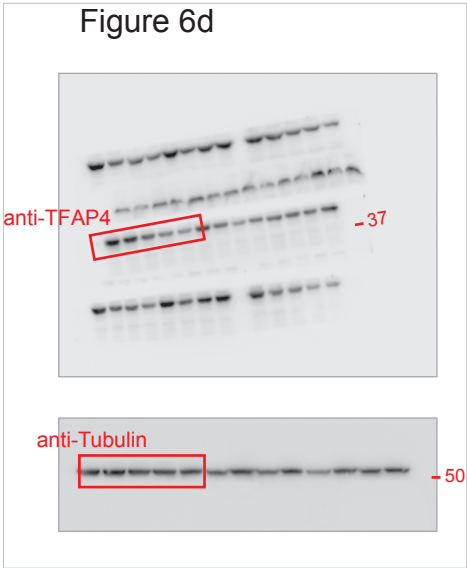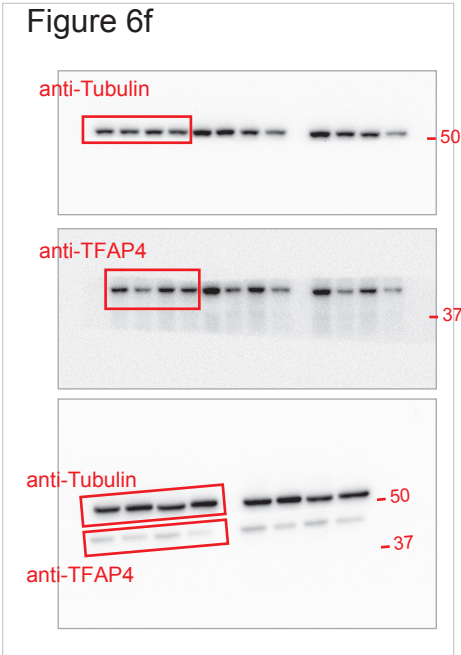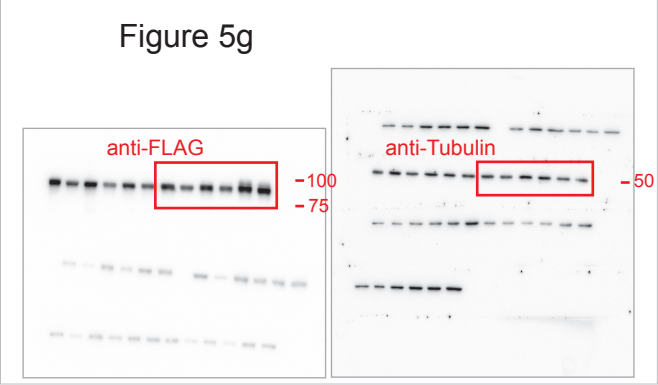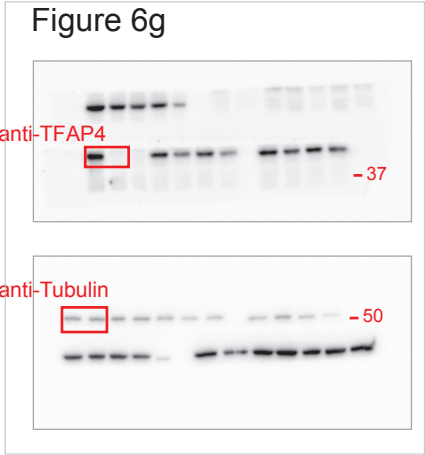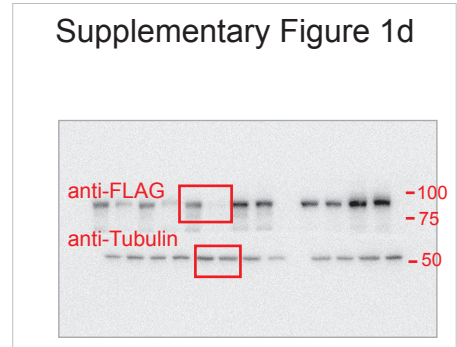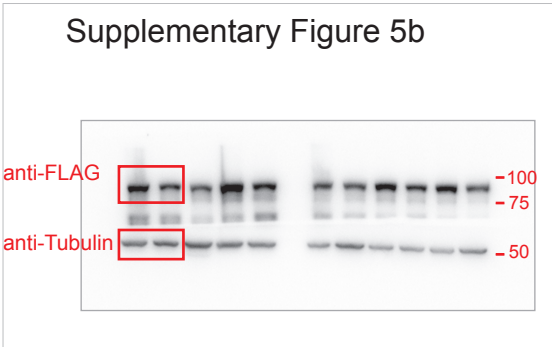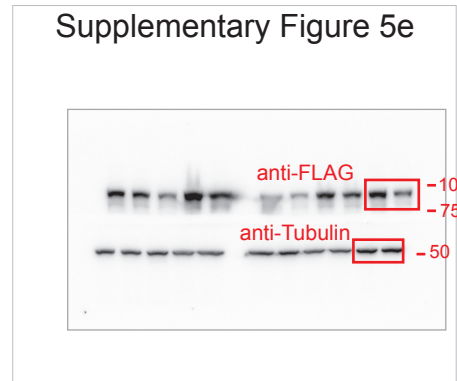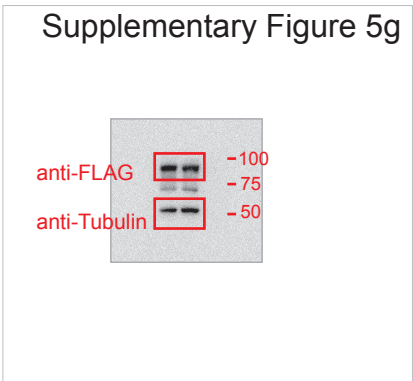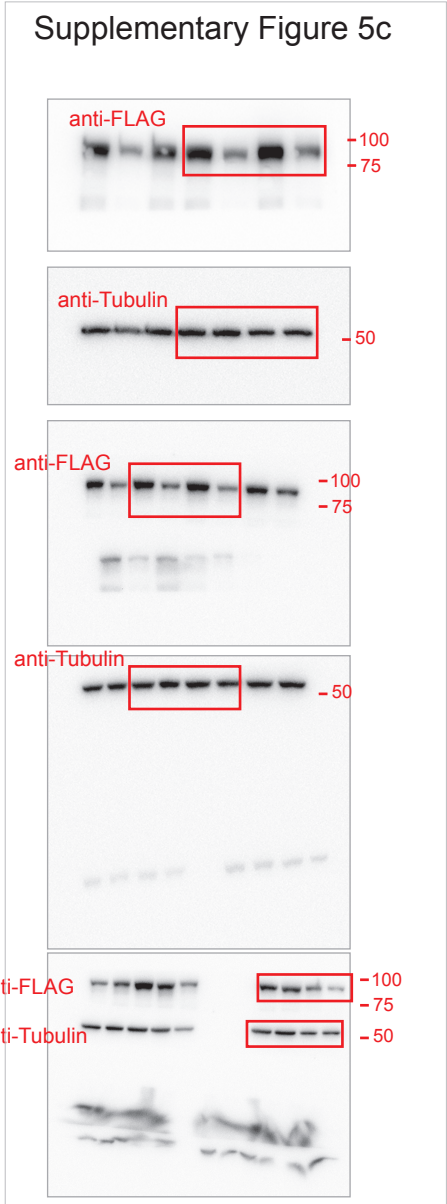

**Supplement:** Supplementary file 8 — Source Data

How the deposited data were processed for this re-analysis (not part of the article)

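Polyadenylated RNA from synchronized young adult worms was sequenced on a HiSeq2500 instrument, with 2 libraries each of wild-type N2, *hlh-11* KO and *hlh-11* OE worms. The submitters' processing notes name FastQC 0.11.5, TopHat2, DESeq2 and the genome build WBcel235. The paper's methods give alignment with TopHat2 and, for differential expression, the authors' two-sided Wald test in DESeq2 with Benjamini-Hochberg adjustment at 0.05. How reads were counted per gene, and whether strand was used, is not given in the sources used here.

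The authors deposited the values in RPKM, that is, reads divided by the length of the gene and the total of the library, with 1 row per gene and 1 column per library. The table has 85 rows, and all 85 genes have KO and OE means on opposite sides of the wild-type mean, so it is a selection made on these libraries. Gene identifiers were matched to symbols for all 85 genes, and coordinates are those of the WBcel235 annotation. 1 gene, *tts-1*, is annotated as non-coding.

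Depth was recovered from the steps of the RPKM values. All 510 values were whole reads within a tolerance of 1e-06 reads for 1 total per library and 1 length per gene. Each total had to be allowed by at least 3 genes at their annotated length, so such a match is a condition of the search and no check of it. The smallest such total was taken, or 2 or 3 times it where that gave clearly shorter recovered lengths. The common scale of the totals rests on annotated lengths, which 3 genes matched exactly. Over all genes the recovered length was a median of 1.01 times the annotated exon length (range 0.644 to 1.72), and 61 genes were within 10% of it. The totals ranged from 16538554 to 24023096 reads per library. The reads of a gene in a library ranged from 10 to 55807. The recovery was tested on simulated data, where 3 earlier versions of the script returned library totals wrong by a factor of 2, and it was revised until it returned all of them. The totals and read counts are therefore inferred values, and whether the totals count mapped reads or reads assigned to genes is not given in the sources used here.

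From the deposited RPKM, log2(RPKM + 0.5) was computed and limma 3.58.1 in R 4.3.3 was fitted to all 6 libraries (lmFit and eBayes with a constant prior, two-sided), with the contrasts KO minus wild type and OE minus wild type. P-values were adjusted by Benjamini-Hochberg over the 85 genes, with a threshold of 0.05. The prior degrees of freedom were infinite, so that each gene received the pooled SD of 0.157. Ratios of mean RPKM to the wild type follow the paper's methods. In 50 simulations of KO against wild type over the 85 genes with that spread, 80.4% of genes changed by 0.5 on the log2 scale were recovered, and 100.0% of those changed by 1 and by 2. Of the unchanged genes, 2.10% were called. The simulations gave every gene that 1 spread, as the model assumes, so they do not test genes with few reads or a wider spread.

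A rule set before the data were examined fixed a first set of genes to name: every gene of the table that the paper names in its text, Fig. 3d, Supplementary Fig. 3 or Supplementary Fig. 4g, up to 4 members of each of 19 gene lists with the largest absolute change past the threshold, and in each contrast the 10 genes with the largest absolute change past the threshold whose 2 libraries both lie beyond both wild-type libraries. This gave 32 genes. All other genes in the text, further members of the gene lists among them, were named after their values were seen. Values of part of the 32 in the paper's Supplementary Data 3 and Source Data had been seen when the rule was written. The gene lists were also fixed then. The table holds members of 8 lists: lipid-binding transporters, innate immunity, proteases, collagens and cuticle, sperm genes, muscle genes, stress and RNA quality, and ABC and solute transporters. It holds no member of the other 11 (lipases, acyl-CoA synthetases, acyl-CoA dehydrogenases, other beta-oxidation, fat synthesis, vitellogenins, glycolysis, TCA cycle, purine synthesis, oocyte and embryo genes, and neuron genes), and the paper's statements on those genes were not analysed here.

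The libraries of a group differed by more than counting noise. A chi-square test of the recovered reads over the 85 genes gave 10.6 per degree of freedom between the wild-type libraries, 19.9 between the KO libraries and 10.4 between the OE libraries. Library preparation alone can exceed counting noise too, so this does not show that the replicates were separate worms. All 6 were kept as replicates because they are numbered so, and whether they were separate cultures is not given in the sources used here.

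The KO and OE contrasts share the wild-type libraries. In 100 simulations of unchanged groups against the same controls, the correlation of their log2 fold changes across genes was 0.50 on average and the covariance 0.0126, against an observed correlation of -0.84 and covariance of -0.845. Shared controls alone thus give a positive correlation, but the observed values are set by the choice of genes. The number of genes past the threshold with opposite changes was 71, of which 51 were higher in KO and 20 were lower. Independent lists of the same sizes would share 36 and 5.88. The highest number in a simulation was 0 at the adjusted threshold of limma, and with 2 wild-type libraries the controls were not split.

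Alternatives set before the data were examined were pseudocounts of 0.1 and 1, filters on a mean RPKM of at least 1 and at least 5, the replicate number as a block, limma-trend, robust empirical Bayes, each library left out in turn, fits of 2 genotypes only, and ratios of geometric means. A fit without empirical Bayes, limma voom on the recovered reads with the recovered totals, and the contrast of KO and OE change sizes were added after the data were seen. For each contrast, leaving out a library of the genotype not compared repeats the test of the fit of 2 genotypes only. Plots were drawn with matplotlib 3.10.9.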

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

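The tests of developmental age and of a single scale factor, the comparison of the *msp* genes within and between genotypes, and the counts for gene length past the threshold, in length order and over random choices, were chosen only after the results were seen.

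12 genes that the paper's text and figures do not discuss changed by at least 2-fold, past the threshold of limma, in both genotypes. Of the genes lower in *hlh-11* KO, the log2 fold changes were as follows for *dod-24* (-3.01 in KO and 1.85 in OE), *irg-4* (-2.24 in KO and 1.17 in OE) and *dod-23* (-1.45 in KO and 1.42 in OE), all on the list of innate immunity genes. 2 others, named after their values were seen, were *Y57G11B.5* (-1.29 in KO and 1.18 in OE) and *ZK105.1* (-1.08 in KO and 1.05 in OE). Of the genes higher in KO, 2 encode collagens, *col-95* (3.43 in KO and -3.80 in OE) and *col-150* (2.03 in KO and -1.08 in OE). The others were *F21A3.11* (2.28 in KO and -1.94 in OE), *Y43F8C.3* (1.74 in KO and -1.26 in OE), *F21C10.10* (1.44 in KO and -1.65 in OE), *sdz-24* (1.38 in KO and -1.51 in OE) and *msrp-3* (1.17 in KO and -2.72 in OE). Without empirical Bayes, a setting added after the data were seen, the OE change of *col-150* did not pass (adjusted p = 0.0652, the highest over all alternatives, of which the lowest was 1.52e-10).

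All 6 sperm genes in the table were higher in KO and lower in OE, but *msp-33* and *nspd-5* did not pass in OE without wild type replicate 1, without OE replicate 1 or without empirical Bayes, when 4 of the 6 were lower. If the reads of the 5 *msp* genes were wholly shared among near-identical copies, their reads would keep 1 ratio in all 6 libraries apart from counting noise. A chi-square test of the 5 genes over the 6 libraries gave p = 4.48e-16 (chi-square 119, 20 degrees of freedom). The same 5 genes gave 2.84 per degree of freedom between libraries of 1 genotype, so counting noise is not the whole spread, and 10.7 between genotypes. The ratio of these 2 values was only the third highest of the 15 ways to pair the 6 libraries, after 2 that also keep the OE libraries together, and with 15 ways no exact test could pass 0.05. *msp-33* held 30.1% and 31.2% of the reads of the 5 genes in the OE libraries and 25.2% to 26.9% in the other 4. This shift is part of the same counts as the chi-square test, so it is no second line of evidence. The p-value assumes counting noise only and is too small where the spread is wider. The counts argue against whole sharing only as far as 2 libraries show, while sharing in part stays open. Worms of another developmental age in KO and OE cannot be told apart from an effect of *hlh-11*, because 6 of 6 genes moved the same way in each genotype, the genes were chosen for opposite changes, and libraries of known age were not analysed here. The 7 collagen genes moved with the sperm genes in KO, where all 7 were higher, and 5 were lower in OE, so another developmental age stays open beside the collagen changes too, on which it was not tested. An effect of the genotype on sperm genes is a biological explanation that was not tested.

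In the table, 71 genes changed in opposite directions in KO and OE past the threshold. A single scale factor per library would move all genes of that library the same way, but in KO 20 of the 80 genes past the threshold moved against the majority. Genes with a lower mean in KO were shorter than those with a higher mean, with a median length of 793 against 1181.5 bases, which goes with a bias by gene length. A bias that set the directions by itself would move genes of the same length together, but 22 of the 25 genes with a lower mean in KO had a gene with a higher mean in KO within 5% of their length, against 3 if the 25 shortest genes had been the lower ones and a mean of 22.8 over 100 random choices of 25 genes. Among genes past the threshold it was 17 of 20. A scale factor alone, or length alone as a fixed rule for direction, would not give these counts. Choosing genes on these libraries can also place noisy genes on both sides, so a part played by either stays open. The genes were chosen on the same libraries for opposite changes, so that choice sets the pattern in the table. The pattern therefore cannot show whether an effect of *hlh-11* dosage, which the design names, lies behind the changes, and this was not tested.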

How the results depend on the processing

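Over the alternatives set before the data were examined and the 2 fits added later, 986 of 1020 values of the named genes kept their direction and their side of the threshold, 23 no longer passed, 9 newly passed and 2 changed sign. Part of this share is built in. The filter at a mean RPKM of 1 dropped no gene, and leaving out an OE library cannot change a KO log2 fold change, or the reverse. For KO, leaving out an OE library also repeats the fit of wild type and KO only, and the reverse holds for OE, so the same test is counted more than once. Many of the named genes were also picked for large changes past the threshold. Both sign changes among the named genes were in *col-144* in OE, 0.21 without wild type replicate 1 and 0.018 without OE replicate 1 against -0.13 in all libraries, none of them past the threshold; over single libraries left out its value ranged from -0.46 to 0.21, and it passed only at the lower end, without wild type replicate 2. With single libraries left out, where the lone library of a group is assumed to vary like the other groups, the number of genes changed was 60 to 82 in KO, 60 to 80 in OE and 50 to 77 in opposite directions. The number of genes lower in KO was 10 to 22, with 10 without KO replicate 1, against 20. The number of genes with changes of different size was 2 to 8 with single libraries left out and 0 without empirical Bayes, against 10. Fewer libraries can weaken these tests, but some counts rose. In the fit of wild type and KO only, where the OE libraries do not enter the spread, 82 genes changed in KO, against 80. The cause of the other shifts was not tested. Of the 7 collagen genes, 4 to 7 passed in KO and 3 to 7 in OE. The muscle list's only member, *act-5*, gave 0 to 1 calls in KO and 0 to 1 in OE with single libraries left out, and in OE 1 call under limma-trend, 1 without empirical Bayes and 1 with limma voom. Of the 2 transporters, 1 to 2 passed in KO and 1 to 2 in OE with single libraries left out, and in OE 2 with a pseudocount of 1, 2 with robust empirical Bayes and 2 with limma voom. With the replicate number as a block, 79 genes changed in KO, 73 in OE, 68 in opposite directions and 8 differed in size. Deviations of same-numbered libraries correlated at -0.11 to -0.14 across genes. This gives no sign that the numbers pair the samples, but in these chosen genes it cannot exclude it. Shifting the libraries to a common median and limma fry were planned for tables of far more genes and were not run. Depth limits *msrp-3*, *clec-67*, *F21A3.11* and *dod-24* most, with as few as 10, 16, 17 and 16 reads in a library.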

Differences from the paper's values

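Genes are named in this part because their calls differ from the paper's, after their values were seen. For KO, leaving out either OE library and the fit of wild type and KO only are the same test. The copies of the paper's Supplementary Data 3 used here hold the first 1999 of its 2637 genes higher in KO and the first 1999 of its 2845 genes lower in KO, and all 107 and 237 genes higher and lower in OE. Its OE lists hold all 85 genes of the table, 25 higher and 60 lower. The values here were 25 higher and 51 lower in limma at the paper's threshold of 0.05, but adjusted over the 85 genes, and no setting moves the number of higher genes below 23. The number lower was 35 without wild type replicate 1, which is more than 1.5 times below the paper's 60. The 9 genes that the paper lists as lower in OE and that did not pass here were *crt-1*, *act-5*, *lap-2*, *col-129*, *gas-1*, *haf-9*, *npa-1*, *eef-1A.2* and *col-144*. Of these, *col-129* and *haf-9* passed with a pseudocount of 1 and with robust empirical Bayes, *act-5*, *col-129* and *crt-1* under limma-trend, *col-129* and *col-144* without wild type replicate 2, and *act-5*, *col-129*, *gas-1* and *haf-9* without OE replicate 2. Without empirical Bayes, *act-5*, *col-129*, *gas-1* and *lap-2* passed, but 13 genes that the paper lists no longer did. With limma voom on the recovered reads, all but *col-144* passed, and none of the genes called here was lost. Both of these settings were chosen after the values were seen. The paper's adjusted p for *col-144* in OE is 0.0195, and here it was 0.418.

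In KO, 5 genes did not pass here, *T09B9.4*, *T03F6.3*, *ctsa-1.1*, *D1054.10* and *ttr-51*, and 4 of them are in the rows of the paper's KO lists that were read, with the paper's adjusted p of 0.0309 for *T09B9.4*, 0.00346 for *T03F6.3*, 0.0321 for *D1054.10* and 0.0207 for *ttr-51*. *T09B9.4* passed without either OE library, in the fit of wild type and KO only and, chosen after the values were seen, without empirical Bayes, where 3 other genes called here, *dsc-4*, *spp-18* and *srlf-7*, were lost. *T03F6.3* passed with limma voom, also chosen after the values were seen, which lost none of the genes called here. *ctsa-1.1*, which is not in the rows of the paper's KO lists that were read, passed under limma-trend, without either OE library, in the fit of wild type and KO only and in both added fits. *D1054.10* and *ttr-51* passed in no setting, and the KO value of *D1054.10* changed sign without KO replicate 1.

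The paper states that innate immune genes, C-type lectins among them, were higher in KO. Over the 10 genes of the innate immunity list in the table, 4 were higher and 6 were lower, and of the 4 C-type lectin genes 3 were higher. The paper also reports genes of the *pmk-1* pathway, *F55G11.2* among them, as unchanged or lower in KO, and *F55G11.2* is 1 of the 6 lower genes. The table is a selection of genes, so this tally does not cover the genes behind the paper's statement.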

Other observations

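The genes in this part were named after their values were seen, apart from *gst-4* and *ugt-50*. The list of stress genes has 2 members in the table, and they went in opposite directions. *gst-4*, a glutathione S-transferase gene, was lower in KO at a log2 fold change of -0.81 and higher in OE at 0.91, and *ugt-50*, a UDP-glucuronosyltransferase gene, was higher in KO at 0.67 and lower in OE at -0.71. Counted over the list alone, 1 was higher and 1 was lower in each genotype. The 3 galectin genes *lec-2*, *lec-9* and *lec-10* were all higher in KO, from 0.51 to 0.87, and lower in OE. For OE, leaving out a KO library repeats the fit of wild type and OE only. The OE change of *lec-2* (adjusted p = 0.0461 from limma) did not pass without wild type replicate 1, OE replicate 1 or either KO library, in the fit of wild type and OE only, with the replicate number as a block or without empirical Bayes. Among genes of metabolism, *pck-1*, which encodes phosphoenolpyruvate carboxykinase, was at 40.1 ± 2.25 RPKM in the wild type, 77.4 ± 11.1 RPKM in KO and 20.9 ± 4.22 RPKM in OE (SD, n = 2 each), with log2 fold changes of 0.93 and -0.94. The alcohol dehydrogenase gene *adh-1* had log2 fold changes of 0.97 and -0.63, and *smd-1*, for S-adenosylmethionine decarboxylase, of 0.49 and -0.50. All of these passed in both genotypes in limma.

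The long non-coding RNA *tts-1*, on chromosome X of WBcel235 from 1504131 to 1504841, rose from 23.8 ± 3.76 to 77.3 ± 9.43 RPKM in KO (SD, n = 2 each), a log2 fold change of 1.68, and fell to 11.7 ± 0.236 RPKM in OE, a log2 fold change of -0.99. *ZK813.1*, *ZK813.3* and *ZK813.7* lie on chromosome X between 3441839 and 3446935, and all 3 were lower in KO (-0.52, -0.49 and -0.44) and higher in OE (0.83, 0.65 and 0.72). None of the 3 passed in KO without KO replicate 1, and *ZK813.7* also did not pass in KO without wild type replicate 1. *Y62H9A.5* and *ule-5* are divergent neighbours on the same chromosome, from 11882144 to 11884042, and both were lower in KO, at -0.60 and -0.54, and higher in OE, at 0.64 and 0.71. Neither passed in KO without KO replicate 1. Sharing of reads between these neighbours was not tested.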
